# MORC1 represses transposable elements in the mouse male germline

**DOI:** 10.1038/ncomms6795

**Published:** 2014-12-12

**Authors:** William A. Pastor, Hume Stroud, Kevin Nee, Wanlu Liu, Dubravka Pezic, Sergei Manakov, Serena A. Lee, Guillaume Moissiard, Natasha Zamudio, Déborah Bourc’his, Alexei A. Aravin, Amander T. Clark, Steven E. Jacobsen

## Abstract

The Microrchidia (*Morc*) family of GHKL ATPases are present in a wide variety of prokaryotic and eukaryotic organisms but are of largely unknown function. Genetic screens in *Arabidopsis thaliana* have identified *Morc* genes as important repressors of transposons and other DNA-methylated and silent genes. MORC1-deficient mice were previously found to display male-specific germ cell loss and infertility. Here we show that MORC1 is responsible for transposon repression in the male germline in a pattern that is similar to that observed for germ cells deficient for the DNA methyltransferase homologue DNMT3L. *Morc1* mutants show highly localized defects in the establishment of DNA methylation at specific classes of transposons, and this is associated with failed transposon silencing at these sites. Our results identify MORC1 as an important new regulator of the epigenetic landscape of male germ cells during the period of global *de novo* methylation.

## Abstract (web summary)

The Microrchidia (Morc) family of GHKL ATPases are important repressors of transposons and other DNA-methylated and silent genes in *A. thaliana*. Here, the authors show that MORC1 is responsible for repression and methylation of specific classes of transposons in the mouse male germline.

Two *Morc* genes in *A. thaliana*, *AtMorc1* and *AtMorc6*, were identified in forward genetic screens for novel transcriptional repressors^1^,^2^. AtMORC1 and AtMORC6 are required for silencing of a variety of transposons and are essential for higher-order chromatin compaction. The single *Morc* gene in *Caenorhabditis elegans* was also shown to be required for silencing of a repetitive transgene locus^1^. The founding member of the *Morc* gene family is mammalian *Morc1*. MORC1 is highly expressed in the blastocyst and male germline but is not expressed in most differentiated cells^3^. Mice deficient for MORC1 are normal, except that homozygous mutant males are infertile with small testicles (hence the name microrchidia)^4^,^5^. Male germ cells in the *Morc1* mutant do not undergo successful chromosomal pairing during the zygotene stage of meiosis and instead undergo apoptosis, with no germ cells surviving to complete prophase I.

During germ cell development, most DNA methylation is lost between E8.5 and E13.5. Then, between E13.5 and birth (∼E19), the genome undergoes global *de novo* methylation^6^,^7^,^8^. Failure to establish DNA methylation at this time causes transposon upregulation and meiotic failure. Indeed, the meiotic block in the *Morc1* mutant is similar to that observed for mice that have defects in DNA methylation and transposon repression, including mice deficient for DNA methyltransferases^9^,^10^,^11^ or the pre-meiotic Piwi-interacting RNA (piRNA) pathway^12^,^13^. Therefore, we hypothesized that MORC1 might be a critical factor for transposon silencing and DNA methylation in the mouse germline. Here we demonstrate that MORC1-deficient male germ cells undergo transposon derepression starting in late embryogenesis and continuing through the onset of meiosis. We also demonstrate that this phenotype is associated with failed locus-specific *de novo* methylation targeted specifically towards late-methylating transposon sequences.

## Results

### MORC1 represses transposons in the male germline

To further characterize MORC1 we used a previously described FVB/N *Morc1* mutant (*Morc1*^*tg*^) mouse strain in which a tyrosinase gene was integrated into the *Morc1* locus^5^. Transgene insertion resulted in loss of exons 2–4, eliminating a large region of the GHKL ATPase domain including residues predicted to be critical for catalysis and ATP binding^14^ (Fig. 1a). Consistent with previous reports, we found that *Morc1*^*tg/tg*^ mice have a spermatogenesis defect with a complete absence of post-meiotic spermatids and spermatozoa (Supplementary Fig. 1a–c).

Quantative reverse transcription-PCR (qRT-PCR) from wild type (WT), embryonic whole testis indicates that *Morc1* messenger RNA becomes detectable at E14.5 and peaks at E16.5 (Supplementary Fig. 2a), which intriguingly is a period of rapid transposon methylation in the male germline. We generated an antibody against the coiled-coil domain of mouse MORC1 (Supplementary Fig. 2b) and found that MORC1 was localized to the nucleus of male germ cells at E16.5 (Fig. 1b). Conversely, MORC1 protein was undetectable in *Morc1*^*tg/tg*^ mutant germ cells (Fig. 1b). To test for transposon derepression in *Morc1*^*tg/tg*^ germ cells, we performed immunostaining for LINE1 ORF1p and intracisternal particle A (IAP) at postnatal day 14.5 (P14.5). We found that both of these transposon classes were ectopically expressed during early postnatal development, with particular enrichment of LINE1 ORF1p in the meiotic cells towards the centre of the tubule (Fig. 1c,d). LINE1 ORF1p was also derepressed at E16.5 and E18.5, showing that transposon derepression in *Morc1*^*tg/tg*^ arises well before the apparent meiotic defect (Supplementary Fig. 2c).

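Each library of testis RNA came from 1 mouse and was made with the TruSeq v2 kit. At P10.5, libraries were made from 3 *Morc1* tg/tg testes, 2 *Morc1* tg/+ testes and 1 *Morc1*+/+ testis, and an earlier preliminary batch added 1 *Morc1* tg/+ and 1 *Morc1*+/+ library. At P14.5 there were 3 *Morc1* tg/tg and 3 *Morc1* tg/+ libraries. The authors trimmed the reads to 50 bp, discarded reads matching ribosomal RNA with up to 3 mismatches, and kept reads that mapped to 1 place in the mm9 gene and repeat annotations or genome with up to 2 mismatches. They deposited, for each library, the number of reads counted on each gene by HTSeq, without normalization, and the level normalized to gene length and mapped reads (RPKM). The deposited tables list 26385 genes, of which 2833 had no read in any of the 47 RNA-Seq libraries. At P10.5, the reads counted on genes ranged from 25144796 to 38113208 in the *Morc1* tg/tg libraries, with a median of 27529459. The *Morc1* tg/+ libraries held 25148153 and 28750656, and the *Morc1*+/+ library 28600561. The preliminary libraries held 28037025 (*Morc1* tg/+) and 28815956 (*Morc1*+/+). At P14.5, the *Morc1* tg/tg libraries held between 22509570 and 25851886 reads on genes (median 24423702) and the *Morc1* tg/+ libraries between 23529706 and 27325926 (median 25213602). The paper's Supplementary Data 1 gives mapped reads instead, and the tests used the reads counted on genes. Gene counts were compared with edgeR's quasi-likelihood test after TMM normalization, on the genes that its filterByExpr function kept, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The *Morc1*+/+ library was counted among the controls at P10.5, so the control arm mixed 2 genotypes. With *Morc1* tg/+ controls only, 1576 genes passed the threshold in *Morc1* tg/tg whole testis at P10.5, in place of 2326. The preliminary libraries were used where *Morc1* tg/+ was set against *Morc1*+/+, with the batch as a term of the fit, and in 1 alternative fit that added them to the controls of *Morc1* tg/tg with the same term (2637 genes past the threshold in place of 2326). Expression of repeat families was taken from the paper's Supplementary Data 2, which gives 1 value per family and library. For these values, the authors aligned reads with Bowtie without mismatches to all matching sites up to a set maximum, divided each read's weight by its number of sites, and scaled the sum to mapped reads and to the family's mean length. The number of reads behind each of these values is unknown. The values of 1217 families were compared as log2(value + 1) with limma's trend method, on families with a mean of at least 1, with the same adjustment and threshold.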

To identify which genes and specific transposons are targets of MORC1-mediated repression, we performed mRNA-Sequencing (RNA-Seq) of whole testes from *Morc1*^*tg/tg*^ and *Morc1*^*tg/+*^ heterozygous controls at P10.5 and P14.5. 

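The sorted libraries held between 2413679 and 14918478 reads on genes, with a median of 7542692 over 20 libraries, and each again came from 1 mouse. The E16.5, E18.5 and P2.5 cells came from mice of a mixed background, since the allele was crossed into a reporter strain, and were sorted on the reporter's fluorescence, and the P10.5 cells were sorted on surface proteins. The libraries were made from 10 ng of total RNA with the NuGEN Ovation FFPE kit. At E16.5, the 2 *Morc1* tg/+ libraries held 10747524 and 14918478 reads on genes and the 2 *Morc1* tg/tg libraries 7610757 and 12600673. At E18.5, the 2 *Morc1* tg/+ libraries held 3898526 and 4007833, and the 2 *Morc1* tg/tg libraries 2698197 and 2884832. At P2.5, the range was 2638278 to 6880081 in 3 *Morc1* tg/+ libraries (median 5950653), and the 2 *Morc1* tg/tg libraries held 2413679 and 6461088. At P10.5, 4 *Morc1* tg/+ libraries held 7474627 to 9085600 (median 8537207) and 3 *Morc1* tg/tg libraries 8196847 to 9641942 (median 8689618). Trimming, mapping, counting and tests were those of the whole testis libraries. On counts simulated at the spread and depth of the E16.5 libraries, with 200 genes changed, the test recovered 83% of changes of 2 on the log2 scale and 49% of changes of 1, and called 9 unchanged genes. At the depth and spread of the P10.5 germ cells these shares were 93% and 66%, with 5 unchanged genes called.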

Given that germ cells make up only a small percentage of the testis during the embryonic early and postnatal period, we also performed RNA-Seq on ribosomal RNA-depleted total RNA from sorted germ cells at E16.5, E18.5, P2.5 and P10.5. To purify germ cells, we crossed the *Morc1*^*tg*^ allele into the *Oct4*-*IRES-eGfp* reporter strain, which exhibits a distinct eGFP^+^ population from e9.5 to P2.5 (Supplementary Fig. 3a)^15^,^16^. To isolate germ cells at P10.5, we gated the side scatter (SSC) low (SSC^Lo^), epithelial cell adhesion molecule (EPCAM) high (EPCAM^Hi^) and major histocompatibility complex negative (MHCI^−^) population of testicular cells (Supplementary Fig. 3b). A list of sequencing samples and the experiments to which they correspond is included in Supplementary Data 1. Consistent with RT–PCR and published data^5^,^17^, *Morc1* mRNA was confirmed to show high expression at E16.5 and lower expression at later time points in the sorted germ cells (Fig. 2a).

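*Morc1* (ENSMUSG00000022652) lies on chromosome 16 of mm9 from 48431350 to 48631018. In *Morc1* tg/+ germ cells its level was 44.5 ± 11.9 RPKM (SD, n = 2) at E16.5, with values of 36.1 and 52.9. It was 24.2 ± 2.59 RPKM (SD, n = 2) at E18.5, 26.0 ± 3.43 RPKM (SD, n = 3) at P2.5 and 9.57 ± 1.28 RPKM (SD, n = 4) at P10.5. The E16.5 mean was 2.43 times the mean of the 9 later libraries (18.3 RPKM), and both E16.5 values were above all later ones (2-sided exact permutation test, p = 0.0182, the smallest p that the 55 splits allow). With the E16.5 libraries left out in turn, which moved the ratio most, it was 1.97 without replicate 2 and 2.89 without replicate 1, each with p = 0.1, the smallest p that 10 splits allow (exact permutation test). On the libraries that Supplementary Data 1 lists for Fig. 2a, the ratio was 2.48 (exact permutation test, p = 0.0278). In *Morc1* tg/tg germ cells, where exons 2 to 4 were lost and reads on other exons can remain, the level was 9.72 ± 2.02 RPKM (SD, n = 2) at E16.5, a log2 fold change of -2.25 (standard error 0.141, adjusted p = 1.94e-09, edgeR). At E18.5 the log2 fold change was -2.32 (standard error 0.413, adjusted p = 0.139, edgeR), from 4.71 ± 3.29 RPKM (SD, n = 2) in *Morc1* tg/tg, and DESeq2 gave an adjusted p of 1.07e-07. Without *Morc1* tg/+ replicate 1 or 2, edgeR gave 0.0113 or 0.000903, and without *Morc1* tg/tg replicate 1 or 2 it gave 0.102 or 0.752. At P2.5 it was -1.56 (standard error 0.236, adjusted p = 0.0257, edgeR), but the adjusted p was 0.0679 without *Morc1* tg/tg replicate 1 and 0.227, 0.444 and 0.497 without *Morc1* tg/+ replicate 1, 2 and 3 (edgeR). At P10.5 it was -1.05 (standard error 0.136, adjusted p = 6.97e-06, edgeR). At each stage, every *Morc1* tg/tg library was below every *Morc1* tg/+ library.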

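At E16.5, 30 of 1137 repeat families passed the threshold in *Morc1* tg/tg germ cells, 25 of them higher and 5 lower. Among them, IAPLTR1_Mm rose 3.99-fold, from 430.7 ± 74.9 to 1717 ± 148 (SD, n = 2 each, values of Supplementary Data 2), a log2 fold change of 2.00 (standard error 0.263, adjusted p = 4.4e-11, limma). The next largest rises among long terminal repeat (LTR) and LINE families shown by the paper were of RLTR4_MM-int, at 3.20-fold, and of RLTR10-int, at 2.65-fold. With 2 libraries in a group, leaving out 1 of them leaves 1, so fewer calls can come from lost power alone. The number of families past the threshold at E16.5 fell in each such fit. It was 0 without *Morc1* tg/+ replicate 1 or without *Morc1* tg/+ replicate 2 (limma, with the 1 control left assumed to vary like the *Morc1* tg/tg libraries), against 96 families at an unadjusted p under 0.05 with all libraries. Without *Morc1* tg/tg replicate 1 it was 12 and without *Morc1* tg/tg replicate 2 it was 9. The median family changed by -0.30 on the log2 scale, and with each library centred on its median, 31 families passed, all higher. Of the 25 higher families 17 were among those 31, and of the 5 lower families 0 were kept. At E18.5, 31 of 1097 families passed, 30 higher and 1 lower, and again 0 passed without any 1 of the 4 libraries (92 families had an unadjusted p under 0.05 in the full set). At P2.5, 17 of 1111 families passed, 15 higher and 2 lower. That count fell to 1 without *Morc1* tg/tg replicate 2 and to 3 without *Morc1* tg/tg replicate 1. In germ cells at P10.5, 72 of 1151 families passed, 30 higher and 42 lower. There the median family changed by -0.21, and centred libraries gave 35 higher and 1 lower. Of the 30 higher families 28 were among those 35, and of the 42 lower families 1 was kept. In whole testis, 25 of 1001 families passed at P10.5 (19 higher) and 86 of 1027 at P14.5 (48 higher).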

The RNA-Seq data showed a broad transposon derepression defect in *Morc1*^*tg/tg*^ starting at E16.5 (Fig. 2c–e and Supplementary Data 2). Quantitative RT–PCR analysis of various transposable element classes gave similar results as RNA-Seq data (Supplementary Fig. 4a). In addition, RNA-Seq on sorted *Morc1*^*tg/tg*^ and control germ cells at P10.5 resembled the pattern of transposon derepression observed in whole testes (Supplementary Fig. 4a). 

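Of the 19 families that passed the threshold as higher in *Morc1* tg/tg whole testis at P10.5, 17 were also called higher in P10.5 germ cells, where 0.552 would be expected by chance among 999 families tested in both. Across these families the log2 fold changes had a Pearson correlation of 0.44. Families are not independent replicates, since they share reads and sequence. IAPEz-int rose 11.6-fold in germ cells, from 1206 ± 41.6 (SD, n = 4) to 14015 ± 2019.7 (SD, n = 3), and 7.40-fold in whole testis, from 783.5 ± 20.1 to 5802 ± 229.9 (SD, n = 3 each). The log2 fold changes were 3.53 (standard error 0.0963, adjusted p = 8.53e-11) and 2.89 (standard error 0.048, adjusted p = 3.61e-13, both limma). MMERVK10C-int rose 9.52-fold in germ cells (log2 fold change 3.25, adjusted p = 4.22e-11, limma) and 5.53-fold in whole testis (2.47, adjusted p = 6.05e-10, limma). RLTR10-int rose 1.72-fold in whole testis (log2 fold change 0.78, adjusted p = 0.000104, limma) and 1.17-fold in germ cells (0.23, adjusted p = 0.105, limma), where it passed with each library centred on its median (0.36, adjusted p = 0.00733) and with simple repeats, satellites and structural RNA left out (adjusted p = 0.0467). The difference between the tissues was not tested for families.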

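In whole testis at P10.5, 3 *Morc1* tg/+ libraries were set against 2 *Morc1*+/+ libraries, 1 of each group from the preliminary batch. None of 997 families passed the threshold in limma's test, and 71 had an unadjusted p under 0.05. IAPEz-int was at 798.3 ± 11.6 (SD, n = 3) in *Morc1* tg/+ and 826.8 ± 90.6 (SD, n = 2) in *Morc1*+/+ in the values of Supplementary Data 2, a log2 fold change of -0.03 (standard error 0.0618, adjusted p = 0.897, limma). MMERVK10C-int had a log2 fold change of 0.13 (standard error 0.0759, adjusted p = 0.638, limma). IAPLTR1_Mm had one of -0.01 (adjusted p = 0.96, limma), and its sign changed when either preliminary library was left out (0.07 at most). Of all alternatives, leaving out the preliminary *Morc1* tg/+ library moved the number of families most, to 5, and it was 4 without the preliminary *Morc1*+/+ library, 2 without *Morc1*+/+ replicate 1 and 1 with simple repeats, satellites and structural RNA left out. Among genes, 2 of 15290 passed (edgeR): *Morc1*, which was at 6.29 ± 0.174 RPKM (SD, n = 3) in *Morc1* tg/+ and 10.3 ± 0.104 RPKM (SD, n = 2) in *Morc1*+/+ (log2 fold change -0.70, adjusted p = 0.00144), and *Tyr*. *Tyr* had 241 reads in *Morc1* tg/+ and none in *Morc1*+/+, which is at least 56.3-fold higher against a floor of 3 counts over the *Morc1*+/+ group (adjusted p = 5.22e-06). The adjusted p of *Morc1* was 0.0881 without *Morc1*+/+ replicate 1. Without *Morc1* tg/+ replicate 3, 441 genes passed.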

Heterozygous *Morc1*^*tg/+*^ mice showed no marked increase in transposon expression relative to WT *Morc1*^*+/+*^ mice, confirming their validity as littermate controls (Supplementary Fig. 4b).

Different transposon classes showed different patterns of derepression in *Morc1*^*tg/tg*^. 

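In *Morc1* tg/tg germ cells at E16.5, RLTR4_MM-int was at 912.9 ± 52.2 against 285.4 ± 22.2 in *Morc1* tg/+ (SD, n = 2 each), a log2 fold change of 1.68 (standard error 0.278, adjusted p = 4.66e-07, limma). At E18.5 its log2 fold change was 2.28 (standard error 0.415, adjusted p = 0.000902), and at P10.5 it was 0.39 (standard error 0.108, adjusted p = 0.0528). That P10.5 value passed with each library centred on its median (0.52, adjusted p = 0.0282), with simple repeats, satellites and structural RNA left out (0.0183) and without *Morc1* tg/tg replicate 3 (0.0357). RLTR6-int rose by 0.93 on the log2 scale at E16.5 (adjusted p = 0.0567, which was 0.00371 with each library centred on its median) and by 2.03 at E18.5 (adjusted p = 0.0087, and 0.051 after centring), and changed by -0.17 at P10.5 (adjusted p = 0.349). MuRRS-int rose by 1.06 at E16.5 (adjusted p = 0.0325) and by 1.92 at E18.5 (adjusted p = 0.0359, and 0.0616 after centring), and changed by -0.28 at P10.5 (adjusted p = 0.234). For MMETn-int, an ETn family, the log2 fold changes were 0.64 at E16.5 (adjusted p = 0.466, and 0.00714 after centring), 1.58 at E18.5 (adjusted p = 0.0311) and 0.12 at P10.5 (adjusted p = 0.506). At E16.5 and at E18.5, each of these calls was lost without any 1 of the 4 libraries. Such fits had 1 library in a group, so lost power alone can cost these calls. Those of MuRRS-int were also lost with no filter on low families (0.118 at E16.5 and 0.0993 at E18.5) and with the replicate number as a block (0.62 and 0.0502), and that of MMETn-int at E18.5 with no filter (0.0957). At P2.5, RLTR6-int and MuRRS-int were at 1.07 times the *Morc1* tg/+ mean each, RLTR4_MM-int at 1.86 times (adjusted p = 0.312) and MMETn-int at 2.42 times (adjusted p = 0.0962, and 0.0112 with simple repeats, satellites and structural RNA left out, limma). Whether the change differed between stages was not tested.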

Some classes (RLTR4, RLTR6, MuRRS and Etn) were upregulated during embryogenesis but silenced even in the knockout at later time points (Fig. 2b). Other transposons (MMERVK10C, GLN and some IAP species) were most highly upregulated at postnatal time points (Fig. 2c,d). 

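MMERVK10C-int rose 2.51-fold at E16.5, 6.09-fold at E18.5, 16.6-fold at P2.5 and, in sorted germ cells at P10.5, from 1450.1 ± 65.4 (SD, n = 4) to 13810.3 ± 1309.5 (SD, n = 3). At P2.5 the *Morc1* tg/tg libraries were far apart (24257 ± 14876.5, SD, n = 2, against 1458 ± 352.7 in 3 *Morc1* tg/+ libraries), with a log2 fold change of 3.94 (standard error 0.386, adjusted p = 0.00197, limma). MMERGLN-int, a GLN family, rose 2.59-fold at E16.5, 3.56-fold at E18.5, 7.39-fold at P2.5 (log2 fold change 2.88, standard error 0.213, adjusted p = 0.000512) and, at P10.5, by 1.06 on the log2 scale (adjusted p = 3.28e-05). For IAPEz-int the log2 fold change was 1.13 at E16.5 (adjusted p = 0.000347), 0.84 at E18.5 (adjusted p = 0.369) and 3.39 at P2.5 (standard error 0.176, adjusted p = 9.48e-05). IAPLTR1_Mm rose 3.41-fold at E18.5, 19.6-fold at P2.5 and 21.0-fold at P10.5, where its log2 fold change was 4.38 (standard error 0.0966, adjusted p = 3e-11). In whole testis at P14.5, IAPEz-int rose 9.42-fold and MMERVK10C-int 2.99-fold. The calls of these families at E16.5 (MMERVK10C-int, MMERGLN-int and IAPEz-int) and at E18.5 (MMERVK10C-int, MMERGLN-int and IAPLTR1_Mm) were lost without any 1 of the 4 libraries of the stage. Such fits had 1 library in a group, so lost power alone can cost these calls. With the replicate number as a block, the E16.5 calls of IAPEz-int (adjusted p = 0.148) and MMERGLN-int (0.101) were lost as well. The P2.5 calls of MMERGLN-int, MMERVK10C-int and IAPLTR1_Mm were lost without *Morc1* tg/tg replicate 1 or 2 (adjusted p from 0.0623 to 0.0875), and that of IAPEz-int was kept. At P10.5 in both tissues and at P14.5, the calls of these 4 families were kept under every alternative. A difference between stages was not tested. IAPEy-int, another IAP family, changed by 0.35 on the log2 scale in P10.5 germ cells (adjusted p = 0.0682, limma).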

LINEs were upregulated both in late embryogenesis and again at P14.5 after the onset of meiosis (Fig. 2e), which was confirmed by immunofluorescence (Fig. 1d and Supplementary Fig. 2c). These fluctuations in transposon upregulation may reflect differences in the inherent transcriptional programmes of certain transposon classes, as well as varied effectiveness of other, partially redundant transposon repression pathways at different times. 

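At E16.5, L1Md_T rose from 9959 ± 1018.4 to 22671 ± 590.4 (SD, n = 2 each), a log2 fold change of 1.19 (standard error 0.203, adjusted p = 9.54e-07, limma), and L1Md_A rose by 1.20 on the log2 scale (adjusted p = 7.6e-06). L1Md_Gf rose by 1.22 (adjusted p = 0.00024). At E18.5 the log2 fold changes were 2.31 for L1Md_T (adjusted p = 0.000224), 1.79 for L1Md_A (adjusted p = 0.00254) and 2.56 for L1Md_Gf (adjusted p = 0.000121). Without any 1 of the 4 libraries of the stage these calls were lost at both stages, except that of L1Md_T at E16.5 without *Morc1* tg/tg replicate 2. Such fits had 1 library in a group, so lost power alone can cost these calls. The E16.5 call of L1Md_Gf was also lost with the replicate number as a block (adjusted p = 0.148). In P10.5 germ cells L1Md_A changed by 0.13 (adjusted p = 0.333, and 0.0284 with each library centred on its median, where the change was 0.26), L1Md_T by 0.38 (adjusted p = 0.0344) and L1Md_Gf by 0.94 (adjusted p = 0.000493). The L1Md_T call at P10.5 was lost without *Morc1* tg/+ replicate 2 or 3 or *Morc1* tg/tg replicate 1 or 2 (largest adjusted p 0.115). In whole testis at P14.5, L1Md_T rose 4.46-fold, from 544.6 ± 65.3 to 2429 ± 225 (SD, n = 3 each; log2 fold change 2.16, standard error 0.0878, adjusted p = 2.52e-09). L1Md_Gf rose by 2.21 on the log2 scale (adjusted p = 6.67e-08) and L1Md_A 2.41-fold (adjusted p = 6.67e-08). These P14.5 calls were kept under all alternatives. L1Md_F and L1_Mm passed at P14.5 (log2 fold changes 0.67 and 0.79) but not at E16.5 (0.71, adjusted p = 0.133, and 0.47, adjusted p = 0.527), where both passed with each library centred on its median (adjusted p = 0.0026 and 0.00729, limma). P14.5 germ cells were not sequenced apart from whole testis, and the stages were not tested against each other.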

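The paper draws on RNA-Seq values of families across these stages, on quantitative RT-PCR and, for LINEs, on immunofluorescence. It reasons that the different patterns may reflect transcriptional programmes of the elements and partly redundant repression pathways. It reads the results together as evidence that MORC1 takes part in transposon repression in the germline.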

In the aggregate, however, these results indicate that MORC1 constitutes a new participant in transposon repression in the mammalian germline, acting on many different elements. Notably, MORC1 silences many transposon classes well after it is downregulated, consistent with it acting through an epigenetic mark such as DNA methylation.

### piRNA biogenesis occurs normally in the Morc1 mutant

During this period in germline development (E14.5 to birth), germ cells undergo mitotic arrest and global nuclear reprogramming that most notably involves genome-wide *de novo* DNA methylation mediated by the DNMT3A/DNMT3L complex^11^,^18^. The pre-meiotic piRNA pathway, involving the nuclear PIWI protein MIWI2, is also active during this period in promoting transposon silencing. To evaluate whether MORC1 acts on the same transposon classes as DNMT3L or MIWI2, we performed RNA-Seq on whole testes from *Dnmt3l^−/−^* (ref. 10) and *Miwi2^−/−^* (ref. 12) mice and their respective controls at P10.5, and compared this with the *Morc1*^*tg/tg*^ P10.5 whole testis data set. 

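The *Dnmt3l* line gave 3 *Dnmt3l*-/-, 3 *Dnmt3l*+/- and 3 *Dnmt3l*+/+ libraries, and the *Miwi2* line 2 libraries labelled *Miwi2*-/- and 2 *Miwi2*+/- libraries, each from the whole testis of 1 mouse. The *Dnmt3l*-/- libraries held 36431768 to 42137954 reads on genes (median 39514743), the *Dnmt3l*+/- libraries 28500020 to 39321449 (median 32126785) and the *Dnmt3l*+/+ libraries 30517542 to 34070410 (median 32166535). The libraries labelled *Miwi2*-/- held 35743634 and 37207775, and the *Miwi2*+/- libraries 36005613 and 36496327. Both control genotypes of the *Dnmt3l* line were counted as controls, and no control library was shared between lines. Genes were compared within each line as for *Morc1* tg/tg, and a difference between lines was tested as an interaction in 1 fit over 19 libraries and 16414 genes. Family values were compared for 2 *Dnmt3l*-/- libraries (replicates 1 and 2) against 6 controls. The families of *Dnmt3l*-/- replicate 3 and of the *Miwi2* line were not analysed here. *Dnmt3l* (ENSMUSG00000000730) fell from 0.679 ± 0.222 RPKM (SD, n = 6) in the controls to 0.0412 ± 0.00476 RPKM (SD, n = 3) in *Dnmt3l*-/-, a log2 fold change of -3.93 (standard error 0.403, adjusted p = 1.02e-05, edgeR). *Piwil4* (ENSMUSG00000036912), the gene of MIWI2, was at 11.2 ± 0.567 RPKM (SD, n = 2) in the libraries labelled *Miwi2*-/- and at 6.83 ± 0.254 RPKM (SD, n = 2) in *Miwi2*+/-, a log2 fold change of 0.69 (standard error 0.0742, adjusted p = 0.000746, edgeR).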

*Morc1*^*tg/tg*^ and *Dnmt3l*^*−/−*^ exhibited derepression of an overlapping set of transposons, primarily long terminal repeat (LTR) retrotransposons, while the *Miwi2*^*−/−*^ mutant testes had a milder phenotype and showed derepression of specific LINE elements and the IAP-Ey class of retrotransposons, which was not affected in *Morc1*^*tg/tg*^ or *Dnmt3l*^*−/−*^ mutant testes (Fig. 2f–h).

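Of the 19 families called higher in *Morc1* tg/tg whole testis at P10.5, 14 were also called higher in *Dnmt3l*-/-, where 70 families were higher and 23 lower of 976 tested. By chance 1.37 would be expected among the 971 families tested in both. The 14 were IAPEz-int, IAPLTR1_Mm, IAPLTR1a_Mm, IAPLTR2_Mm, IAPLTR2a, IAPLTR2b, MMERGLN-int, MMERVK10C-int, RLTR10B, RLTR10B2, RLTR10C, RLTR1B, RLTR1B-int and 1 LINE, L1Md_T, whose *Dnmt3l*-/- call was lost without *Dnmt3l*-/- replicate 1 (adjusted p = 0.147) or 2 (0.0844). With each library centred on its median, 41 families were higher and 47 lower in *Dnmt3l*-/-, and 13 of the 14 were still called higher in both lines, all but RLTR1B-int. The line of each family value was taken from the column labels of Supplementary Data 2, which were not tested. Without *Dnmt3l*-/- replicate 1, which moved the *Dnmt3l*-/- count most, 34 families passed instead of 93, and without *Dnmt3l*-/- replicate 2 it was 39. IAPEz-int rose 4.63-fold in *Dnmt3l*-/-, from 670.4 ± 34.4 (SD, n = 6) to 3104 ± 415 (SD, n = 2; log2 fold change 2.21, adjusted p = 6.23e-10, limma). IAPLTR1_Mm rose 5.21-fold in *Dnmt3l*-/- and 8.22-fold in *Morc1* tg/tg. MMERVK10C-int rose 1.91-fold in *Dnmt3l*-/- (log2 fold change 0.93, adjusted p = 0.000757). MMERGLN-int rose 1.69-fold in *Dnmt3l*-/- (adjusted p = 0.00202) and 2.11-fold in *Morc1* tg/tg, and its *Dnmt3l*-/- call was lost without *Dnmt3l*-/- replicate 2 (adjusted p = 0.0672). IAPLTR2_Mm rose 2.91-fold in *Dnmt3l*-/- and 2.15-fold in *Morc1* tg/tg. IAPEy-int changed by -0.29 on the log2 scale in *Morc1* tg/tg (adjusted p = 0.183) and by -0.57 in *Dnmt3l*-/- (adjusted p = 0.0804). The latter passed the threshold without *Dnmt3l*+/+ replicate 3 (0.0493), against *Dnmt3l*+/- controls alone (0.00862) and with simple repeats, satellites and structural RNA left out (0.0339, limma). Among genes, the *Morc1* tg/tg and *Dnmt3l*-/- comparisons shared 663 higher and 1288 lower genes of 15004 tested in both, against 231.4 and 405.4 expected by chance, and 13 were called in opposite directions. The log2 fold changes had a Pearson correlation of 0.63 and a Spearman correlation of 0.65 across genes, which are not independent replicates. In *Morc1* tg/tg and *Dnmt3l*-/- testes, marker genes of early meiosis fell (median log2 fold change -1.02 and -1.58) and those of Sertoli cells rose (0.15 and 0.38). A similar change in the mix of cells was therefore not told apart from shared regulation of genes. *Morc1* tg/tg and the libraries labelled *Miwi2*-/- shared 30 higher genes (5.21 expected) and 8 lower genes (6.81 expected) of 15045, and 11 were called in opposite directions, with a Pearson correlation of 0.23. The effect of *Morc1* tg/tg differed from that of *Dnmt3l*-/- at 3163 genes and from that of the *Miwi2*-/--labelled libraries at 358 genes. Calls in sorted *Morc1* tg/tg germ cells at P10.5 overlapped less with those in *Dnmt3l*-/- whole testis. Of 13563 genes, 254 were higher (210.2 expected) and 291 lower (254.2 expected) in both, and 467 were called in opposite directions. The Pearson correlation there was 0.09. From a lack of overlap between *Morc1* and *Miwi2*, the paper predicts that piRNAs are unchanged in *Morc1* tg/tg.

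**Figure D1:**
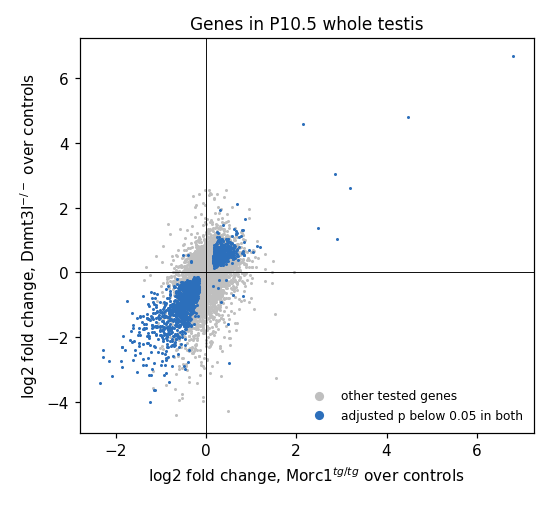
Log2 fold change of each of 15004 genes in P10.5 whole testis, *Morc1* tg/tg over controls on the horizontal axis and *Dnmt3l*-/- over controls on the vertical axis. Blue points passed the threshold in both comparisons: 663 in the upper right, 1288 in the lower left and 13 in the other quadrants.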

The lack of overlap between *Morc1* and *Miwi2* predicts that piRNAs would be unperturbed in *Morc1*^*tg/tg*^ mice. To test this, we performed small RNA sequencing of the testis at E16.5 to examine piRNA production. 

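Small RNA of 1 *Morc1* tg/+ pool and 1 *Morc1* tg/tg pool of testes was sequenced at E16.5, each pool from 8 mice, and 1 library per genotype was sequenced at P10.5. Without replicate libraries, no test was made, and the intervals cover counting error only. The authors selected RNA of 19 to 30 nt on a gel, sequenced it and removed the 3′ adaptors. They deposited the trimmed read sequences, 1 read per line, without counts, alignments or annotation. The E16.5 libraries held 36436078 (*Morc1* tg/+) and 29971430 (*Morc1* tg/tg) reads, and the P10.5 libraries 27953270 (*Morc1* tg/+) and 22875865 (*Morc1* tg/tg). Identical sequences were counted. Reads longer than 24 nt were taken as putative piRNAs, as in the paper's methods, and reads of 20 to 23 nt as miRNAs. A read with U at position 1 was counted as primary and a read with A at position 10 as secondary, and a read with both bases was counted in both classes. Reads sense and antisense to transposons were not analysed here.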

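At E16.5, 11604686 reads of the *Morc1* tg/+ library (31.8%) and 8739583 of the *Morc1* tg/tg library (29.2%) were longer than 24 nt, and 18676008 and 13241170 were of 20 to 23 nt. The ratio of putative piRNAs to miRNAs was 0.621 in *Morc1* tg/+ (exact binomial 95% interval 0.6209 to 0.6218) and 0.660 in *Morc1* tg/tg (0.6595 to 0.6606). The *Morc1* tg/tg ratio was 1.06 times the *Morc1* tg/+ ratio, and with distinct sequences counted instead of reads, which changed the direction, it was 0.801 times. The number of distinct sequences also depends on depth, which was lower in *Morc1* tg/tg and was not evened out. U at position 1 was found in 62.1% of the putative piRNAs in *Morc1* tg/+ and 61.4% in *Morc1* tg/tg, and A at position 10 in 29.8% and 30.9%. The ratio of primary to secondary reads was 2.08 in *Morc1* tg/+ (2.080 to 2.086) and 1.99 in *Morc1* tg/tg (1.983 to 1.989), or 0.954 times the *Morc1* tg/+ ratio. All of these differences exceeded counting error, but a spread between mice could not be measured.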

Our data revealed that the ratio of piRNA/microRNA and the generation of antisense piRNAs were unaltered in *Morc1*^*tg/tg*^ (Table 1), indicating that the piRNA pathway remains largely intact in *Morc1*^*tg/tg*^ testis at E16.5, and that transposon derepression in *Morc1*^*tg/tg*^ is most likely to be independent of the piRNA pathway. In fact, at P10.5 we observed an increase in the fraction of piRNAs derived from LTR retrotransposons, especially of the IAP family, in the MORC1-deficient testis (Supplementary Fig. 5a–c), similar to that observed in *Dnmt3l*^*−/−*^19. These LTR transposon-derived piRNAs corresponded to primary sense piRNAs (Supplementary Fig. 5d,e), suggesting that they are probably more abundant simply because the underlying mRNA species are derepressed in *Morc1*^*tg/tg*^, and some fraction are converted to piRNAs (Supplementary Fig. 5f). Hence, our results indicate that MORC1 acts in a transposon-silencing pathway independent of piRNA production.

### Hypomethylation of transposable elements in *Morc1* ^*tg/tg*^

Because of the resemblance between transposons derepressed in *Morc1*^*tg/tg*^ and *Dnmt3l*^*−/−*^ testes (Fig. 2f,g), we sought to examine whether Morc1 might affect global DNA methylation levels. To address this, we performed whole genome bisulfite sequencing at E16.5, P2.5 and P10.5 on sorted *Morc1*^*tg/tg*^ and control germ cells isolated as above. At E16.5, the germline is undergoing *de novo* DNA methylation and by P2.5 *de novo* methylation is largely complete. Between roughly P2.5 and P10.5, germline cells re-enter the cell cycle and either initiate the first wave of spermatogenesis to generate meiotic cells or localize to the basement membrane and generate the long-term self-renewing spermatogonial stem cell population^20^,^21^. In contrast to *Dnmt3l*^*−/−*^ mutant germ cells that show a dramatic global reduction in DNA methylation^22^, we found no change in global levels of methylation at any time point in *Morc1*^*tg/tg*^-sorted germ cells (Fig. 3a). Thus, despite the similar morphological phenotypes and transposon expression defects of *Morc1*^*tg/tg*^ and *Dnmt3l*^*−/−*^ mice, MORC1 does not act by controlling *de novo* or maintenance methylation at a genome-wide level.

In mammals, DNA methylation is very dynamic and promoter DNA methylation frequently correlates with gene repression. To determine whether there may be localized defects in DNA methylation in *Morc1*^*tg/tg*^, and whether these are associated with derepressed transposons identified by RNA-Seq, we calculated statistically significant differentially methylated regions (DMRs) in the *Morc1*^*tg/tg*^ germ cells relative to the *Morc1*^*tg/+*^ control. At E16.5, we found very few DMRs (Fig. 3b). However, at P2.5 we identified 6,309 hypomethylated regions (Supplementary Data 3) but only 145 hypermethylated regions (Supplementary Data 4), indicating that *Morc1*^*tg/tg*^ germ cells have locus and stage-specific DNA methylation defects (Fig. 3b). In addition, the overwhelming majority of regions identified as hypomethylated at P2.5 remain hypomethylated at P10.5 (Fig. 3c) and only a few regions lost methylation between P2.5 and P10.5 (Fig. 3d).

The hypomethylated DMRs in *Morc1*^*tg/tg*^ germ cells were highly enriched for LINE and LTR transposons rather than protein-coding genes compared with control regions (see Supplementary Methods), consistent with the transposon expression defects observed in *Morc1*^*tg/tg*^ germ cells (Fig. 4a). Indeed, 93.9% of hypomethylated DMRs contained an LTR or LINE, compared with 40.6% of control DMRs. The hypomethylated DMRs were strongly concentrated in the categories of transposons that showed evidence of derepression (Fig. 4b–d) during some stage of development before meiosis.

A partial exception to this trend were IAP elements. Hypomethylated DMRs were strongly enriched for IAP elements and corresponding LTRs (Supplementary Fig. 6a), but there was a poor correspondence between the extent to which a subcategory of IAPs was upregulated and the frequency of overlap with DMRs (Fig. 2d and Supplementary Fig. 6b). This is probably because certain highly similar repetitive elements such as LTR1 give very few uniquely mapping reads and are therefore missing from the data set. To overcome this, we also mapped the BS-seq data to RepBase consensus sequences for relevant transposons. We confirmed hypomethylation of the upregulated IAPLTR1 class (Supplementary Fig. 6c). Mapping to repeat consensus sequences also confirmed hypomethylation of LINE and LTR classes, which frequently overlap with DMRs (Fig. 4c–e).

Only 20 protein-coding genes contained an annotated transcription start site (TSS) within 1 kb of a hypomethylated DMR (Supplementary Data 5) and only 3 contained a TSS within a DMR. Interestingly, all three of these genes (*Nebulin*, *Tmc2* and *Cdkl4*) contain an RLTR10A transposable element immediately upstream of the TSS and all three genes showed a statistically significant increase in expression (Supplementary Fig. 7 and Supplementary Data 5). Thus, at a very few loci, MORC1 regulates genic expression, probably as a byproduct of its transposon repression activity in the local neighbourhood.

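*Neb* (ENSMUSG00000026950) lies on chromosome 2 of mm9 from 51992167 to 52194318. In P10.5 germ cells it was at 18.0 ± 0.444 RPKM (SD, n = 3) in *Morc1* tg/tg and 7.27 ± 0.392 RPKM (SD, n = 4) in *Morc1* tg/+, a log2 fold change of 1.23 (standard error 0.073, adjusted p = 1.14e-12, edgeR). With each library left out in turn, it stayed between 1.17 and 1.25. *Tmc2* (ENSMUSG00000060332; chromosome 2, 130020930 to 130090181) was at 1.03 ± 0.307 RPKM (SD, n = 3) in *Morc1* tg/tg and 0.283 ± 0.101 RPKM (SD, n = 4) in *Morc1* tg/+, a log2 fold change of 1.78 (standard error 0.414, adjusted p = 0.00484, edgeR). These values rest on 157 and 60 reads, and the adjusted p was 0.0512 without *Morc1* tg/tg replicate 3 and 0.0846 in 1 fit over all sorted libraries. *Cdkl4* (ENSMUSG00000033966; chromosome 17, 80922890 to 80963174) was at 1.29 ± 0.236 RPKM (SD, n = 3) in *Morc1* tg/tg and 0.209 ± 0.175 RPKM (SD, n = 4) in *Morc1* tg/+, on 181 and 42 reads, a log2 fold change of 2.50 (standard error 0.473, adjusted p = 0.000758, edgeR). The *Cdkl4* log2 fold change ranged from 2.16 without *Morc1* tg/+ replicate 3 to 3.24 without *Morc1* tg/+ replicate 2. Every *Morc1* tg/tg library was above every *Morc1* tg/+ library for all 3 genes. The paper's own folds in Supplementary Data 5 are 2.47 for *Neb*, 3.64 for *Tmc2* and 6.16 for *Cdkl4*, and those computed here were 2.34, 3.44 and 5.65. At E16.5, *Tmc2* rose by 0.96 on the log2 scale (adjusted p = 0.00158, and 1 in the fit over all sorted libraries) and *Cdkl4* by 0.73 (adjusted p = 0.0449, and 0.295 without *Morc1* tg/+ replicate 2, 0.0652 without *Morc1* tg/tg replicate 1, 0.0568 with upper quartile normalization and again 1 in that fit), and *Neb* changed by -0.30 (adjusted p = 0.241, edgeR). At E18.5, *Cdkl4* rose by 3.44 (adjusted p = 0.0328, and 0.174 or 0.291 without *Morc1* tg/tg replicate 1 or 2).

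**Figure D2:**
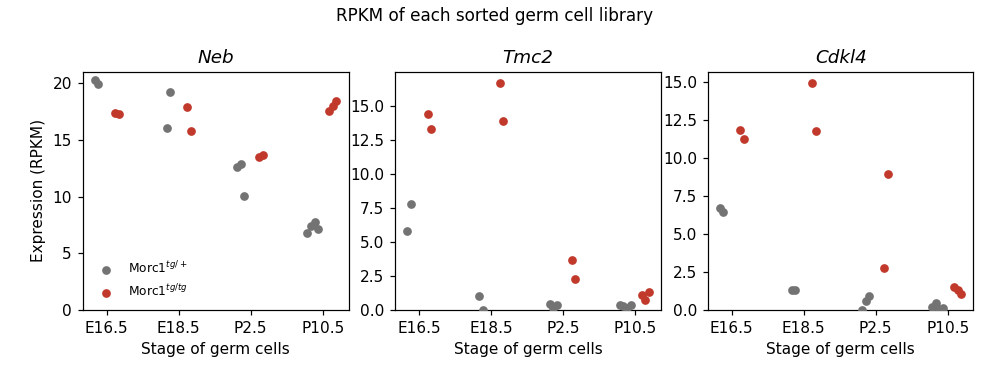
Expression of *Neb*, *Tmc2* and *Cdkl4* in RPKM in each sorted germ cell library at E16.5, E18.5, P2.5 and P10.5, with *Morc1* tg/+ in grey and *Morc1* tg/tg in red, 1 point per library. At P10.5 the 3 *Morc1* tg/tg points lie above the 4 *Morc1* tg/+ points in each panel.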

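Of the 20 genes that the paper lists with a start site near a hypomethylated DMR, 18 were in the deposited tables. In P10.5 germ cells, 12 of them were tested, and 5 passed the threshold, all higher: *Kat2b*, *Neb*, *Usp28*, *Cdkl4* and *Tmc2*. Adjusted over the list alone, *Pdcd7* passed as well, which made 6 higher genes. The authors chose the list by methylation in germ cells of the same line and not by expression. *Kat2b* (ENSMUSG00000000708; chromosome 17 of mm9, 53706186 to 53812045) was at 8.42 ± 0.705 RPKM (SD, n = 3) in *Morc1* tg/tg and 3.68 ± 0.557 RPKM (SD, n = 4) in *Morc1* tg/+, a log2 fold change of 1.12 (standard error 0.124, adjusted p = 4.73e-07, edgeR). The number past the threshold over all genes moved to 3 without *Morc1* tg/tg replicate 3 and in 1 fit over all sorted libraries. In whole testis at P10.5, 3 of 16 genes tested passed over all genes and 8 adjusted over the list alone, 6 of them higher. At P14.5 it was 6 of 15 by either adjustment, 4 of them higher. In germ cells at E16.5, E18.5 and P2.5, 3 of 17, 1 of 15 and 0 of 14 genes tested passed over all genes. Adjusted over the list alone it was 4 at each of these stages, all higher except *Neb* at E16.5 (log2 fold change -0.30, adjusted p = 0.018, edgeR). The paper proposes that MORC1 affects genes as a byproduct of repressing transposons.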

Considering MORC1’s role as local modulator of DNA methylation, we examined changes in methylation in the three well-characterized paternally methylated imprinted loci^23^. Methylation occurred normally at two of the three loci (*H19* and *Dlk1-Gtl2*), but the imprinting control region of *Rasgrf1* showed increased transcription and hypomethylation in the *Morc1* mutant (Supplementary Fig. 8). Interestingly, this is a transposon-rich area, which has previously been demonstrated as a target of the piRNA pathway^24^ (see Discussion below).

Of the very few hypermethylated loci observed in the *Morc1* mutant, most were not conserved across time points and are probably a consequence of biological or statistical noise. However, 15 hypermethylated DMRs were reproducible between P2.5 and P10.5. Nine of these 15 were embedded in 2 transcripts upregulated in *Morc1*^*tg/tg*^: 6 DMRs contained within the body of the *Cdkl4* gene described above and 3 DMRs in an unannotated transcript probably originating from a hypomethylated IAPLTR1 element (Supplementary Fig. 9). These are probably examples of transcriptional run-through from a nearby promoter causing methylation of a locus, a phenomenon that has been described for some imprinted loci^25^.

### DMRs are sites of transposon transcriptional initiation

The highly localized affect of MORC1 on the germline epigenome suggests that MORC1 may function at the transcriptional start sites of transposons to facilitate their silencing and methylation. In support of this, we discovered that hypomethylation in *Morc1*^*tg/tg*^ mutant germline cells was concentrated at the 5′- ends of LINE elements coincident with the location of transcriptional initiation (Fig. 4c)^26^. Furthermore, LTR transposons, which are typically flanked by LTRs that serve promoter and enhancer functions^27^, showed hypomethylation on both ends in *Morc1*^*tg/tg*^ (Fig. 4d), and the LTRs themselves are heavily hypomethylated (Fig. 4d,e).

We also noted that hypomethylated DMRs in *Morc1*^*tg/tg*^ germ cells were late targets for *de novo* methylation during the course of epigenetic reprogramming, since in control *Morc1*^*tg/+*^ cells these genomic regions were also hypomethylated relative to the genome average at E16.5 (Fig. 3c,d and Supplementary Fig. 10). This suggests that these loci are somewhat resistant to *de novo* methylation. Consistent with this possibility, we also discovered that these *Morc1* affected genomic regions have increased H3K4me3 relative to control regions of the genome in WT cells E13.5 (Supplementary Fig. 11a)^28^. To determine whether these loci are enriched in H3K4me3 during the dynamic *de novo* methylation of the germline genome, we performed chromatin immunoprecipitation (ChIP) analysis for H3K4me3 at E16.5 and confirmed that these regions still exhibited higher H3K4me3 (Fig. 5a). In contrast, other chromatin marks such as H2B10ac, K3K27ac and H3K27me3 showed no correlation with *Morc1*^*tg/tg*^ DMRs (Supplementary Fig. 11b). It is well established that H3K4 methylation antagonizes *de novo* DNA methylation by blocking DNMT3A/3L binding to histone H3 (ref. 29). Thus, the presence of H3K4me3 could potentially explain why these loci methylate with slow kinetics and require an additional factor (MORC1) for eventual silencing and methylation. It is also well established that H3K4me3 is a mark of transcriptional start sites, consistent with the idea that many DMRs are TSSs for transposons that are active in the embryonic germline.

At E16.5, we found that RNA transcripts were significantly elevated at *Morc1*^*tg/tg*^-hypomethylated DMRs relative to the surrounding areas, even in control *Morc1*^*tg/+*^ germ cells (Fig. 5b). However, by P10.5, this RNA expression was severely repressed in control *Morc1*^*tg/+*^ germ cells with modest but increased expression in *Morc1*^*tg/tg*^ (Fig. 5b). This data is consistent with a model in which the hypomethylated DMRs correspond to TSSs that are normally methylated and suppressed during development.

To further confirm that these DMRs correspond to transcriptional start sites, we employed ATAC-seq, which can be used to identify areas of open chromatin that are a signature of promoter and enhancer sites^30^. We confirmed that ATAC-seq can be accurately adopted for small sample sizes, that reads cluster near transcriptional start sites in E16.5 germ cells, and that ATAC-seq read density at the TSS correlates with gene expression (Supplementary Fig. 12). We found that ATAC-seq peaks overlapped tightly with DMRs (Fig. 5c,d) and most DMRs showed ATAC-seq reads substantially elevated over background (Fig. 5e). In contrast, reads from the naked DNA control were not enriched over DMRs (Fig. 5d). At P10.5, a more limited subset of DMRs exhibited elevated ATAC-seq reads (Fig. 5e), consistent with the observation that transcription is retained only at some DMRs in postnatal germ cells (Supplementary Fig. 13a,b). Other sites lose ATAC peaks and transcription (Supplementary Fig. 13c), either because relevant transcription factors are absent or because other mechanisms of transposon silencing are effective. Importantly, at E16.5, where we observe expression from DMR regions in both *Morc1*^*tg/+*^ and *Morc1*^*tg/tg*^ cells, we also observed a high ATAC-seq signal in both *Morc1*^*tg/+*^ and *Morc1*^*tg/tg*^ cells (Fig. 5d). In contrast, at P10.5, where DMRs are silenced in heterozygotes but remain expressed in *Morc1*^*tg/tg*^, we only observed high ATAC-seq signal in the *Morc1*^*tg/tg*^ cells (Fig. 5d). These results support the view that DMRs in *Morc1*^*tg/tg*^ cells correspond to promoters of transposons that fail to silence properly, leading to an inappropriately open chromatin state, and ectopic transposon expression, which is retained at P10.5, even after MORC1 expression has ceased.

## Discussion

The results of this study identify MORC1 as a critical regulator of transposon repression in the male germline. MORC1 does not act as a global regulator of DNA methylation. Instead, MORC1 functions to facilitate DNA methylation of a variety of transposons in the germline with very little effect on the expression or methylation of protein-coding genes. 

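In *Morc1* tg/tg germ cells at E16.5, 70 of 16630 genes passed the threshold (64 higher, 6 lower; edgeR). At E18.5 it was 6 of 14422, all higher, and DESeq2 called 290 (199 higher, 91 lower). At P2.5 it was 7 of 14413 (6 higher, 1 lower). At P10.5 it was 1712 of 14019, or 12.2% (901 higher, 811 lower). The alternative that moved the P10.5 count most was 1 fit over all 20 sorted libraries with a shared estimate of the spread, which gave 125 (77 higher, 48 lower). At E16.5 that fit gave 8 and at E18.5 619 (279 higher, 340 lower). With upper quartile normalization, the balance of directions turned in P10.5 germ cells (806 higher, 882 lower), as it did narrowly without *Morc1* tg/+ replicate 1 (573 and 587) or 3 (628 and 649) or *Morc1* tg/tg replicate 2 (564 and 580) or 3 (644 and 650). Several counts moved when single libraries were left out. A fall can come from lost power alone, since such a fit has fewer libraries. At E16.5, the count was 171 without *Morc1* tg/tg replicate 2. At E18.5, it was 0 without *Morc1* tg/tg replicate 1 or 2, 190 without *Morc1* tg/+ replicate 1 and 59 without *Morc1* tg/+ replicate 2 (edgeR, against 895 genes at an unadjusted p under 0.05 with all libraries). At P2.5, it was 0 without *Morc1* tg/+ replicate 2 or 3 (698 genes at an unadjusted p under 0.05 with all libraries, and 21 by DESeq2), 1 without *Morc1* tg/+ replicate 1 and 70 without *Morc1* tg/tg replicate 2 (9 higher, 61 lower). At P10.5, the count stayed between 1144 and 1824 with any 1 library left out. In whole testis, 2326 of 15165 genes passed at P10.5 (922 higher, 1404 lower). This fell to 922 without *Morc1* tg/tg replicate 3, 1247 without *Morc1* tg/+ replicate 3 and 1533 without *Morc1* tg/tg replicate 2. At P14.5, 5323 of 15283 genes passed (2257 higher, 3066 lower), or 34.8%, and without *Morc1* tg/+ replicate 3 it was 3517. Upper quartile normalization gave 2844 higher and 2720 lower there. With *Morc1* tg/+ replicate 1 kept aside, 2325 of 15433 genes were called lower there, and 96.8% of these rose from the P10.5 controls to that library, against 50.4% of all genes. A changed mix of cell stages was not told apart from changed expression within cells in these counts. In P10.5 germ cells, *Poteg* had 783 reads in *Morc1* tg/tg and none in *Morc1* tg/+, at least 331-fold higher against a floor of 3 counts over the *Morc1* tg/+ group. *Gm1698* rose by 8.53 on the log2 scale there. The paper reports increased transcription over the *Rasgrf1* imprinting control region, not of the gene. Reads were counted per gene here, so that region was not measured. Among the genes of the paternally imprinted loci that the paper names, the log2 fold changes in P10.5 germ cells were -0.26 for *Rasgrf1* (adjusted p = 0.63), 0.36 for *H19* (adjusted p = 0.0565, and 0.0167 without *Morc1* tg/+ replicate 2, 0.0152 without *Morc1* tg/tg replicate 3 and 0.38 without *Morc1* tg/tg replicate 2, where the change was 0.21, with a range of 0.0074 to 0.884 over all alternatives), -0.24 for *Dlk1* (adjusted p = 0.31) and -0.08 for *Meg3* (adjusted p = 0.821, edgeR), whose sign changed without *Morc1* tg/+ replicate 2 (0.0102).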

The observation that *Morc* homologues are required for gene silencing in *Arabidopsis*, *C. elegans* and now mammals suggests that the *Morc* family of proteins constitute conserved epigenetic regulators that probably function in a wide variety of eukaryotic organisms and developmental contexts.

The *Morc1*^*tg/tg*^ phenotype of transposon derepression and a block in meiosis prophase I superficially resembles the phenotype observed in mice deficient for proteins involved in the pre-pachytene piRNA pathway, including *Mili*^31^,^32^, *Miwi2* (ref. 12), *MitoPLD*^33^, *Mov10L1* (refs 34, 35), *Mael*^36^,^37^, *Tdrkh*^38^, *Tdrd9* (ref. 13) and *MVH*^39^,^40^. What distinguishes *Morc1*^*tg/tg*^ from these characterized pre-pachytene piRNA mutants, however, is the apparently normal piRNA biogenesis in *Morc1*^*tg/tg*^ (Table 1). We do note similarities in the pattern of hypomethylation in *Morc1*^*tg/tg*^ and *Mili*^*−/−*^ mutant germ cells, including the *Rasgrf1* imprinting control region^24^, as well as many of the same transposon families^41^. The dissimilarity in transposon repression observed in *Miwi2*^*−/−*^ and *Morc1*^*tg/tg*^ germ cells (Fig. 2f,h) suggests that MORC1’s role in the nucleus is independent from the nuclear piRNA pathway mediated by MIWI2. It is possible that MORC1 participates downstream of the nuclear piRNA pathway during embryogenesis and has a separate, piRNA-independent silencing role during the postnatal stages. This could cause *Morc1*^*tg/tg*^ to have a broader transposon derepression phenotype than *Miwi2*^*−/−*^. Alternatively, there may exist a MILI-dependent, MIWI2-independent mechanism for promoting methylation of target loci.

TEX19.1 has also been implicated in transposon repression in the male germline and has no known link to the piRNA pathway^42^. However, TEX19.1 is cytoplasmic^42^,^43^, shows dysregulation only of MMERVK10C elements^42^,^44^ and *Tex19.1*^*−/−*^ has an incomplete infertility defect^42^,^43^. Thus, the *Morc1*^*tg/tg*^ and *Tex19.1*^*−/−*^ defects are fairly dissimilar and there is no evidence that they participate in the same pathway.

Although we have revealed a critical role for MORC1 in transposon silencing, the actual mechanism by which MORC1 promotes DNA methylation in the male germline is unknown. Our study suggests at least three potential routes by which MORC1 represses transposons and facilitates DNA methylation. One possibility is that MORC1 directly silences transcription, perhaps using its ATPase activity to compact chromatin, thereby reducing H3K4 methylation levels at target sites. This silencing would allow for normal *de novo* methylation by DNMT3L. A second possibility is that MORC1 could recruit an H3K4 demethylase, which would similarly promote DNA methylation. Either mechanism agrees with our observation that MORC1-hypomethylated DMRs originate from loci with increased H3K4me3 at E13.5. A third non-mutually exclusive possibility is that MORC1 directly recruits the DNA methylation machinery to target loci, mediating methylation and silencing.

In conclusion, a robust genome defense system in the male germline is critical to safeguard genome integrity. We have identified a new participant that acts by facilitating DNA methylation of specific repetitive elements classes.

## Methods

### Mice

FVB/N-*Morc*^tg/+(Tyr)1Az^/J mice (*Morc1*^tg^) were recovered from cryopreservation at the Jackson Laboratory and maintained by intercrossing brothers and sisters in the FVB/N background. Male *Morc1*^tg/tg^ mice were viable healthy but infertile, whereas female *Morc1*^tg/tg^ mice were viable healthy and fertile. For PCR genotyping, the WT allele was detected as a 347-bp band with the following primers; forward: 5′- ATGCAACTTGAGGGGAAACA -3′ and reverse: 5′- GCAGGAGTTATGCGATGTCA -3′, and the mutant allele was detected as a 244-bp band with the following primers; forward: 5′- AGTTAGCCGTTATTAGTGGAGAGG -3′ and reverse: 5′- AGAAAGCCTGCCTCAAAACA -3′. PCR conditions involved ten cycles of 94 °C, 65 °C and 68 °C, followed by 28 cycles of 94 °C, 50 °C and 72 °C. For sorting germ cells from E16-5–P2.5, *Morc1*^tg /tg^ females were crossed into the *Oct4-IRES-Gfp* mixed background. For embryonic staging, timed pregnancies were established and the day a vaginal plug was identified was called embryonic day 0.5 (E0.5). For postnatal time points, the day a litter was first observed was referred to a postnatal day 0.5 (P0.5).

All animal experiments were approved by The UCLA Institutional Animal Care and Use Committee, also known as the Chancellor’s Animal Research Committee.

### Antibodies

Murine Morc1 coiled-coil domain (amino acids 788–950), expressed in and purified from bacteria, was provided by Jiamu Du and Dinshaw Patel (Sloan Kettering). Anti-Morc1 antibody was raised in rabbit in collaboration with Rockland Immunochemicals.

Anti-LINE Orf1p antibody was provided by Alex Bortvin (Carnegie Institution for Science) and anti-IAP Gaga antibody was provided by Bryan Cullen (Duke).

### Immunofluorescence

Whole testes were fixed with 4% paraformaldehyde, immobilized in paraffin and sectioned. After removal of paraffin, sections were stained at the following antibody concentrations: anti-LINE Orf1p (1:300), anti-IAP Gag (1:300), anti-MORC1 (1:100), anti-VASA (1:100, R&D Systems AF2030), stained with fluorescent secondary antibody and mounted with DAPI (4',6-diamidino-2-phenylindole). Slides were imaged by Confocal microscopy.

### Embryonic germ cell purification

Collection of embryonic testes were performed following institutional approval for appropriate care and use of laboratory animals. Pregnant females were euthanized using CO_2_ and the embryos removed from the womb and stored on a 10-cm dish filled with chilled 1 × PBS. Testicles were removed from the embryos, placed in an individual 15-ml falcon tube with 3 ml of 0.25% Trypsin, with 3 μl of DNAse I 1 Unit per 1 μl (Life Technologies). Testes were incubated for 15 min at 37 °C. After incubation, the cells were agitated into suspension gently by pipetting. The trypsin was then quenched using 5 ml DMEM/10% fetal bovine serum (Life Technologies). The cells were centrifuged at 278*g* for 5 min and resuspended in 500 μl FACS buffer (1 × PBS 1% BSA). 7-Aminoactinomycin D was added at a 1:50 dilution (BD Biosciences) and the cells strained through BD FACS tubes (Corning) before analysis. Green fluorescent protein-positive cells were sorted into Buffer RLT (Qiagen) or ATL (Qiagen) for RNA or DNA extraction, respectively.

### Postnatal germ cell purification

Pups were euthanized using Isoflurane. The testes were removed using tweezers, placed in a 1.5-ml centrifuge tube and chilled on ice. When all testes had been removed, each pair was placed in 1 ml of type IV collagenase (Invitrogen) in an ultra-low-attachment six-well plate (Corning). All extraneous tissue and the tunica were removed and the seminiferous tubules were teased apart. The samples were then incubated at 37 °C for 15 min and centrifuged for 5 min at 278*g*. Testes were then resuspended in 500 μl of 0.25% Trypsin (Life Technologies) and incubated for 5 min at 37 °C. After the incubation period, the testes were agitated gently into suspension by pipetting. Five hundred microlitres of DMEM/10% fetal bovine serum was added and the samples were centrifuged for 5 min at 200*g*.

For the P2.5 timepoints, green fluorescent protein-positive cells were sorted as with embryonic time points. To sort germ cells at P10.5, the cells were washed with 1 ml FACS buffer and then resuspended in 500 μl FACS buffer. Cells were then incubated with 1:160 EPCAM PE (Biolegend 118205) and 1:250 μl H2-K^q^ 647 (Biolegend 115106) on ice for 20 min in the dark, then centrifuged 5 min at 200*g* and resuspended in 500 μl FACS buffer. DAPI was added (1:1,000, Life Technologies) and the cells were strained through BD FACS tubes (Corning) before analysis. SSC^lo^ EpCAM^hi^ H2-K^q−^ cells were sorted into Buffer RLT or ATL for RNA or DNA extraction, respectively.

### qRT–PCR of Morc1

For embryonic samples, gonads were pooled from approximately five to seven mice per time point. RNA was extracted by the TRIzol method and DNase-treated (Qiagen) before complementary DNA conversion (Superscript III, Life Technologies). Quantitative amplification of cDNA was performed in triplicate using SYBR Green quantitation (PCR primers listed below) on a 7900 HT Fast Real Time PCR System (Applied Biosystems).

*Rrm2*, F: 5′- CCGAGCTGGAAAGTAAAGCG -3′

R: 5′- ATGGGAAAGACAACGAAGCG -3′

Morc Exon 7, F: 5′- GACCCGCAGAAGTTCTTCA -3′

R: 5′- TGCTGCATCAATTCAGCTTC -3′.

### RNA preparation

RNA for was extracted from whole testes or cells using the RNeasy Micro Kit (Qiagen 74004). The material was quantified using a Nanodrop ND-1000 (Nanodrop) for RNA from whole testis or the Qubit RNA High Sensitivity Assay (Life Technologies) for RNA from sorted germ cells. RNA quality for material from whole testis was assessed by gel electrophoresis and visualization of the 28S and 18S rRNA bands.

### DNA preparation

DNA for bisulfite sequencing was extracted using the QiaAMP DNA Micro kit (Qiagen) and quantified using the Qubit dsDNA High Sensitivity Kit (Life Technologies).

### qRT–PCR of retrotransposons

qRT–PCR for retrotransposons was conducted using published primer sets^45^. One microgram total RNA was treated with DNAse I Amplification Grade (Life Technologies) and converted to cDNA using SuperScript II Reverse transcriptase and random hexamers as primer (Life Technologies). The samples were digested with RNAse H in accordance with manufacturer’s protocol. RT–PCR was then performed using iQ SYBR Green Mastermix (BioRad) with 750 nM concentration of each primer. The samples was amplified (PCR programme: 95 °C 10:00, 50x (95 °C 30s, 55 °C 30s, 72 °C 30s)) with detection of PCR product after each elongation step and determination of melting temperature after the completion of PCR. The reaction was performed using an Agilent Technologies Mx3005p qPCR System (Stratagene). Upregulation of transposon transcript in the mutant is estimated using difference of squares with glyceraldehyde 3-phosphate dehydrogenase as a control.

### RNA-seq library preparation

RNA from whole testes was processed for sequencing using a TruSeq RNA Sample Preparation Kit v2 (Illumina) with 250 ng–2 μg total RNA as starting material. Mutant and controls were always matched for starting RNA content. RNA from sorted germ cell was processed using the Ovation Human FFPE RNA-Seq Multiple kit (Nugen) using custom primers for depletion of murine rRNA provided by the manufacturer, using 10 ng of total RNA. Each library was prepared using RNA from one individual mouse.

### Small-RNA isolation and library preparation

Total RNA was isolated from embryonic testes using Ribozol. Thirty micrograms of total RNA was loaded on 12% urea-polyacrylamide (PAA) gel. The 19–30 nt fraction was excised and snap-frozen in liquid nitrogen in 400 μl 0.4 M NaCl. RNA was eluted from the gel overnight at 16 °C while shaking at 1,000 r.p.m. and then precipitated with 3 vol absolute ethanol. Pre-adenylated 3′-linker (/5′Phos/ TGGAATTCTCGGGTGCCAAGGAACTC /3′ddC/; 5′-DNA adenylation kit, NEB) was ligated to RNA overnight at 4 °C using Truncated RNA Ligase 2 (NEB). Ligation reactions were loaded onto 10% urea-PAGE, the 45–56 nt fraction was excised and nucleic acids extracted as above. 5′-Linker (5′- rGrUrUrCrArGrArGrUrUrCrUrArCrArGrUrCrCrGrArCrGrArUrC -3′) was ligated to the samples using RNA Ligase 1 (NEB) overnight at 4 °C. Ligation reactions were loaded on 10% Urea-PAA gel, 72–83 nt fraction was excised and nucleic acids extracted as above. Extracted samples were reverse transcribed (primer sequence: 5′- GGAGTTCCTTGGCACCCGAGA -3′) and library amplified by PCR using standard Illumina primers. Final libraries were excised from the agarose gel and sequenced.

### Bisulfite library preparation

Libraries were prepared using the Ovation Ultralow Methyl-Seq Library System (Nugen). Five to 25 ng DNA was used as starting material. Matched mutant and control samples always contained identical quantities of DNA. Unmethylated Lambda phage DNA (NEB) was spiked in at 0.5% input DNA quantity to determine conversion efficiency, which was consistently >98%. Each library was prepared using DNA from one individual mouse.

### ChIP sequencing

The ChIP sequencing (ChIP-seq) protocol was adapted from published sources^28^. FACS-sorted cells from an individual mouse were diluted to 292 μl with 1 × PBS at room temperature. Formaldehyde (Sigma) was added to a final concentration of 1% and the sample was incubated for 10 min at room temperature with rocking. One molar glycine was then added to yield a final concentration of 0.14 M and the samples were quenched 30 min with rocking. Cells were then spun at 425*g* for 10 min at room temperature. The cell pellet was flash frozen.

After thawing, the cells were resuspended in 200 μl lysis buffer (50 mM Tris-Cl pH 8.0, 20 mM EDTA pH 8.0, 1% SDS, 1 × Complete Protease Inhibitor (Roche)) and incubated on ice for 10 min. Samples were then subjected to a 9-min disruption using a Bioruptor on ‘High’ setting, with 30 s/30 s off disruption (hence, 4.5 min of disruption in total). Samples were spun at 14,000*g* for 10 min, to remove insoluble material. The soluble sample was diluted to 500 μl with dilution buffer (16.7 mM Tris pH 8, 0.01% SDS, 1.1% TritonX-100, 1.2 mM EDTA, 167 mM NaCl) and 10% of material was saved as input. Sample was precleared with 30 μl Protein A Dynabeads (Life Technologies) and preincubated for 1 h. The cleared material was incubated with 1 μl anti-H3K4me3 antibody (Millipore 04–745) overnight.

The samples were incubated with 30 μl Protein A Dynabeads and the precipitated material was recovered with a magnet. The beads were washed 2 × for 4 min with Buffer A (50 mM HEPES pH 7.9, 1% Triton X-100, 0.1% Deoxycholate, 1 mM EDTA, 140 mM NaCl), 2 × for 4 min with Buffer B (50 mM HEPES pH 7.9, 0.1% SDS, 1% Triton X-100, 0.1% Deoxycholate, 1 mM EDTA, 500 mM NaCl) and 2 × for 4 min with 10 mM Tris/1 mM EDTA. Bound material was eluted with 100 μl elution buffer (50 mM Tris pH 8.0, 1 mM EDTA, 1% SDS) at 65 °C for 10 min and then eluted a second time with 150 μl elution buffer.

The input samples were thawed and diluted with 200 μl buffer. Cross-linking of ChIP and input samples was reversed by incubating 16 h at 65 °C. Samples were cooled and treated with 1.5 μl of 10 mg ml^−1^ RNaseA (PureLink RNAse A, Invitrogen 12091-021) for 30 min at 37 °C. One hundred micrograms of Proteinase K was then added and the samples treated for 2 h at 56 °C. The samples were then purified using a Qiagen Minelute kit.

Samples were amplified by a SeqPlex DNA Amplification kit (Sigma) and then converted to libraries using an Ovation Rapid Library kit.

### ATAC-seq library construction

Libraries were generated using a method adapted from published protocol^30^. Briefly, FACS-collected cells from individual mice were spun at 500*g* for 5 min at 4 °C. Cells were resuspended in 50 μl lysis buffer (10 mM Tris pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP40, 1 × Complete Protease Inhibitor(Roche)) and spun at 500*g* for 10 min. at 4 °C to collect nuclei. The nuclei were resuspended in 50 μl Transposase reaction (25 μl 2 × Tagmentation buffer, 22.5 μl water, 2.5 μl Tn5 Transposase enzyme) and reacted for 30 min at 37 °C on a PCR machine. The material was purified using a Qiagen MinElute protocol, eluting with 14 μl EB (Qiagen).

To amplify ATAC-seq libraries from the treated material, we amplified using the Ad1 primer below and a different Ad2 primer for each sample, which functions as a barcode

Ad1: 5′- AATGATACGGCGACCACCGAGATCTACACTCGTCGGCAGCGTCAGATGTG -3′

Ad2.1_TAAGGCGA: 5′- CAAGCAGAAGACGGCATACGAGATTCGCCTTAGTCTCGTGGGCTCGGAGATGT -3′

Ad2.2_CGTACTAG: 5′- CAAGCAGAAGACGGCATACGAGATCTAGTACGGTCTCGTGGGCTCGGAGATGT -3′

Ad2.3_AGGCAGAA: 5′- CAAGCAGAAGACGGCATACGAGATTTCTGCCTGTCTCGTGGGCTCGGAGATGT -3′

Ad2.4_TCCTGAGC: 5′- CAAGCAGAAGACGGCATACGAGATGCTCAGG AGTCTCGTGGGCTCGGAGATGT -3′

Ad2.5_GGACTCCT: 5′- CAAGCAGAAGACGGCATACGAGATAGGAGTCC GTCTCGTGGGCTCGGAGATGT -3′

Ad2.6_TAGGCATG: 5′- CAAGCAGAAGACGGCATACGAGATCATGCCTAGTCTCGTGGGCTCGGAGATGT -3′

Ad2.7_CTCTCTAC: 5′- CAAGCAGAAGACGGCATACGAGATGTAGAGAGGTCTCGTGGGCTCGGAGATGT -3′

Ad2.8_CAGAGAGG: 5′- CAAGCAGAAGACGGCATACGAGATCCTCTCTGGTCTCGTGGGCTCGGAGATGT -3′

Ad2.9_GCTACGCT: 5′- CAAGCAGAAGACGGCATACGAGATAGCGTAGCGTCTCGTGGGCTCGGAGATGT -3′

Ad2.10_CGAGGCTG: 5′- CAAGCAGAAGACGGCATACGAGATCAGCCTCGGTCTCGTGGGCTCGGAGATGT -3′

The eluted material was amplified in 50 μl volume using 1.25 μM primer concentration and a 1 × concentration NEBNext High-Fidelity Master-Mix (NEB) (programme: 72 °C 5:00, 98 °C 30 s, 5 × (98 °C 10 s, 63 °C 30 s, 72 °C 1 min), 4 °C hold). After these five cycles of amplification, the tube was kept on ice.

A 5-μl aliquot was then removed and used to perform a 15-μl side reaction with identical concentrations of primer and enzyme as above, except that 0.6 × SYBR Green (Invitrogen S-7563) is included to monitor amplification. This side reaction was amplified on a Stratagene Mx3005p qPCR (Agilent) system with the following amplification conditions (98 °C 30 s, 20 × (98 °C 10 s, 63 °C 30 s, 72 °C 1:100)). The number of additional cycles ‘*N*’ required to reach one-fourth maximum fluorescence was observed. The purpose of this side reaction was to minimize the number of PCR cycles required used to generate the libraries, as length and GC bias increases with more amplification The remaining 45 μl of the reaction was then further amplified (98 °C 30 s, *N* × (98 °C 10 s, 63 °C 30 s, 72 °C 1:00), 4 °C) and the libraries were puried by a Qiagen MinElute kit eluting with 20 μl volume. Libraries were visualized by running on a 5% TBE gel and imaged by incubating for 20 min in 1 × SYBR Green/1 × TBE. Libraries quantified using the KAPA Library Quantification Kit (Kapa Biosystems).

### RNA-seq analysis

For all analyses, reads were trimmed to 50 bp and those mapping to ribosomal RNA (GenBank identifiers: 18S NR_003278.3, 28S NR_003279.1, 5S D14832.1, 5.8S K01367.1) by up to three mismatches were discarded.

*Analysis on repeat families*. Reads were then mapped to the mm9 genome allowing no mismatches and keeping reads that map up to 10,000 sites in the genome using Bowtie^46^. Each mapping read was assigned a score of 1/*n*, where *n* is the number of sites in the genome the read mapped to. Repeats were obtained from RepeatMasker. Expression values for each repeat family was calculated by adding the scores contained within the repeat body, divided by the total million reads mapped and average length (kb) of repeats within the family.

*Analysis on individual genes and repeats*. Reads were then mapped to known mm9 gene and repeat annotations by allowing up to two mismatches and only retaining reads that mapped to one location. When reads did not map to the annotated genes and repeats, the reads were mapped to the mm9 genome. Number of reads mapping to genes and repeats were determined by using HTSeq ( doi: 10.1101/002824) using default parameters. Expression values were calculated as reads per kilobase of exons per million mapping reads. Differential gene and repeat expression was determined by using DESeq^47^, by using default parameters.

### Whole-genome bisulfite sequencing

Reads were split into 50 bp reads before mapping. Reads were mapped to the mm9 genome as well as the lambda genome using BS seeker2 (ref. 48) using default parameters. Methylation levels were determined by #C/(#C+#T). For identifying DMRs, the genome was tiled into 500 bp bins and CG methylation levels in knockout and control were compared within each bin. Bins that had a methylation level difference of 50% as well as a false discovery rate<0.05 calculated by Fisher’s exact test corrected by the Benjamini–Hochberg procedure were selected. Finally, DMRs containing at least four cytosines in CG contexts, each covered by at least four reads were retained. Control regions were defined completely randomly, except that control regions have (1) exact same coverage of cytosines in CG contexts as the *Morc1*^*+/tg*^ data within DMRs; (2) WT CG methylation levels are similar as the *Morc1*^*+/tg*^ data within DMRs (<5%). (3) same number of regions per chromosome as DMRs. We defined genes as associated with DMRs when the TSS of an Ensembl transcript model was within 1 kb of a DMR.

To align to Repeat consensus sequences, the RepBase consensus sequences for 30 repetitive elements (B1_SINE, ERVB7 1-I MM (EtnERV2/MusD), IAP-d, IAPEY3_I, IAPEY_I, IAPEY_LTR, IAPEY3_LTR, IAPEZI, IAPLTR1_Mm, IAPLTR2_Mm, IAPLTR3, IAPLTR3_I, IAPLTR4, IAPLTR4-I, L1MdA_I, L1MdF_I, L1MdGf_I, L1MdTf_I, First 234 bases of GSAT_MM (Major_satellite), MMERGLN_I, MMERGLN_LTR, MERVL, MERVL_LTR, First 120 bases of SATMIN (Minor_satellite), MMERVK10C, RLTR10C, RLTR27_MM, RLTR6_MM, RLTR6I_MM, RLTRETN_MM and RSINE1 were combined into a microgenome. Then, whole-genome bisulfite sequencing reads were mapped to the microgenome using BSMAP^49^, accepting uniquely mapping reads only [−w 1], mapping to two forward possible strands [−n 0] and allowing 2 mismatches [−v 2]. Methylation levels were determined by #C/(#C+#T). The methylation levels at each CG site was calculated.

### Small RNA sequencing

Sequence adaptors were removed using a custom-designed dynamic programming algorithm that recognizes both exact and inexact matches, and the trimmed reads were aligned to the mm9 genome following a custom suffix array-based procedure^50^. Reads with lengths >24 nt were considered for piRNA analysis. Based on alignment coordinates, the reads were annotated as derived from exons, introns, transposons and other repeats according to the genome annotation obtained via UCSC Genome Bioinformatics^51^. Reads that had multiple valid alignments were annotated based on ten alignments selected at random, and the majority annotation was assigned as the final annotation. In case of ties, annotation was picked based on a fixed hierarchy principle^50^. Sense or antisense annotation was assigned to piRNA reads with respect to the strandedness of an underlying genomic feature. If a piRNA read contained U in position 1, such piRNA was considered as primary, while the presence of A in position 10 defined secondary piRNAs.

### ChIP-seq analysis

Previously published ChIP-seq data^28^ was obtained from GSE38165 in Gene Expression Omnibus. Reads were mapped to the mm9 genome using Bowtie by allowing up to two mismatches and only retaining reads that mapped to one location in the genome. Reads mapping to the same location were collapsed into one read. For all analyses, the data were normalized to total number of mapping reads in the library

### ATAC-seq analysis

Data were collected using 50 bp paired end sequencing on a HiSeq. In keeping with established methodologies^30^, reads were aligned to mm9 using Bowtie^52^ with the parameters –X2000 and –m1. The –X2000 parameter allows the fragments <2 kb to align and only unique aligning reads were collected (−m1). Duplicated reads were removed with samtools (rmdup function)^53^. Previous results show that for Tn5 transposase, the transposon binds as a dimer and insert two adaptors separated by 9 bp^54^. Thus, all reads aligned to the positive strands were offset by +4 bp and all reads aligned to the negative strands were offset by −5 bp.

## Additional information

**How to cite this article:** Pastor, W. A. *et al*. MORC1 represses transposable elements in the mouse male germline. *Nat. Commun.* 5:5795 doi: 10.1038/ncomms6795 (2014).

**Accession codes:** Raw sequencing data, including RNA-seq, whole-genome bisulfite-seq, small RNA-seq, ATAC-seq and ChIP-seq, generated for this study have been deposited in the GEO database under accession number GSE63048.

## Supplementary Material

Supplementary Information Supplementary Figures 1-13

Supplementary Data 1 Samples used in sequencing. A list of all samples used in sequencing as well as which figures use the data from that sequencing run

Supplementary Data 2 All repeats expression data. Expression of all annotated repetitive elements in all RNA-seq samples is listed. A full description of how these numbers are calculated is included in the Supplementary Methods. Briefly, these expression values are proportional to the number of reads mapping to a given repetitive element class divided by the total number of reads in that class.

Supplementary Data 3 Locations of hypomethylated DMRs in *Morc1^tg/tg^* germ cells in the mm9 mouse genome.

Supplementary Data 4 Locations of hypermethylated DMRs in *Morc1^tg/tg^* germ cells in the mm9 mouse genome

Supplementary Data 5 DMRs adjacent to genes.

## Figures and Tables

**Figure 1:**
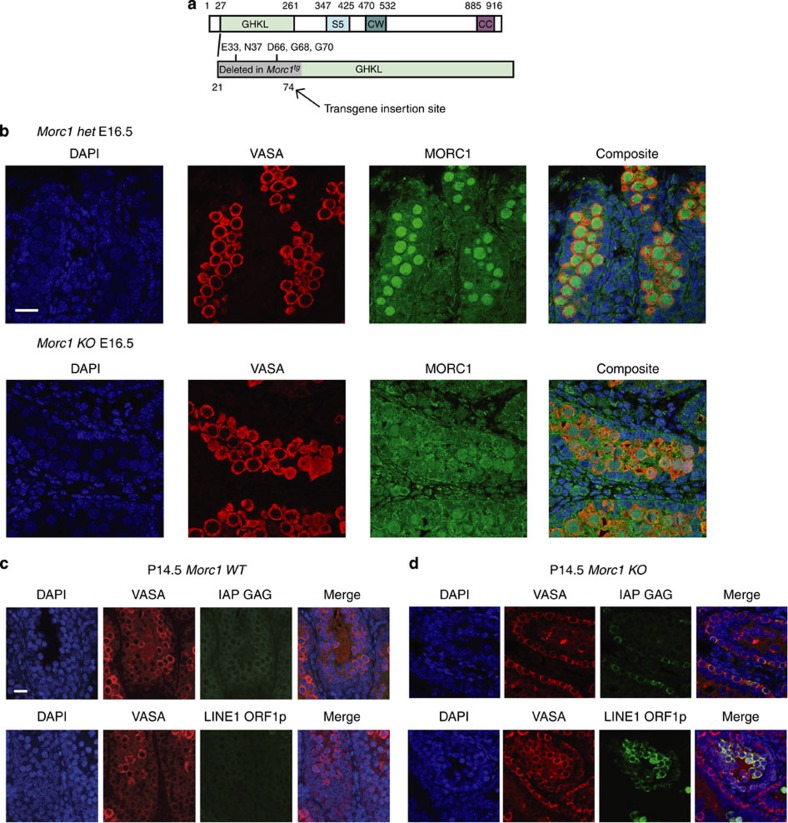
MORC1 is a nuclear protein essential for transposon repression. (**a**) Domain structure of *Morc1* gene and disruption in *Morc1*^*tg*^ allele. Deleted residues predicted to be critical for catalytic activity or ATP binding are denoted. (**b**) Detection of MORC1 by immunofluorescence (IF) in E16.5 testes. MORC1 is present as a germ cell-specific nuclear protein in the *Morc1*^*tg/+*^ (het) control but is absent from the *Morc1*^*tg/tg*^ (knockout (KO)). Aberrant expression of IAP GAG (**c**) and LINE ORF1p (**d**) in *Morc1*^*tg/tg*^ as detected by IF at P14.5. Note that IAP is overexpressed in most germ cells, whereas LINE is primarily present in the more differentiated cells deeper into the tubule. Scale bars, 20 μm (**b**–**d**).

**Figure 2:**
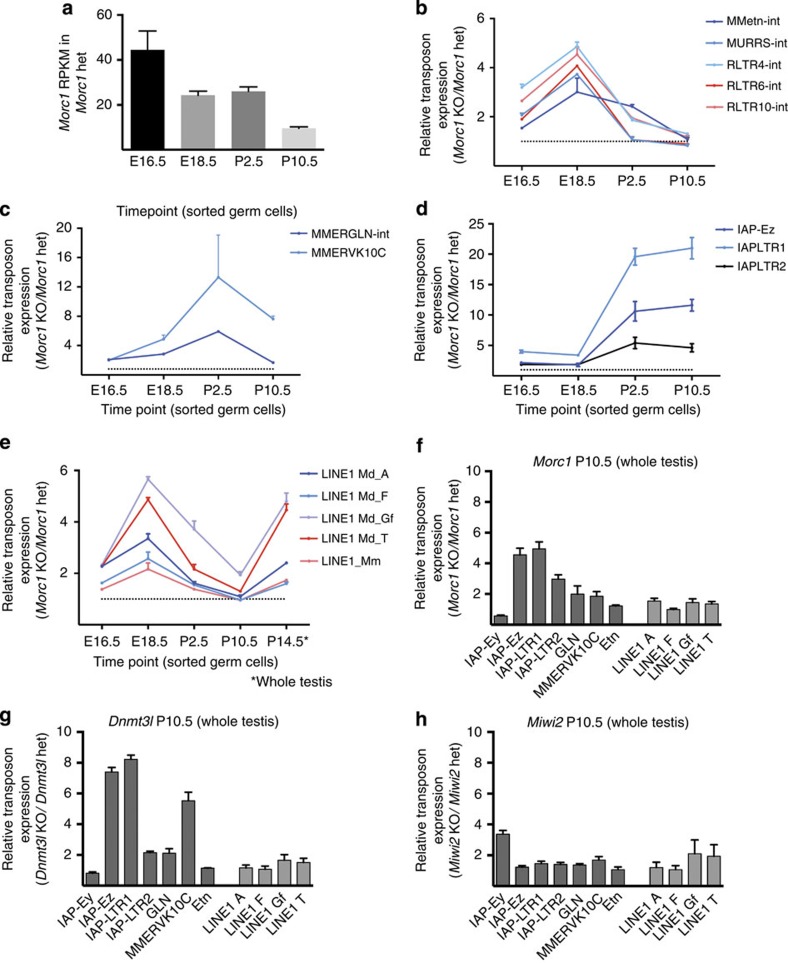
*Morc1*^*tg/tg*^ shows transposon upregulation resembling *Dnmt3l*^*−/−*^. (**a**) Expression of *Morc1* mRNA over development in *Morc1*^*tg/+*^, as measured by RNA-seq. (**b**–**e**) Overexpression of transposon species over the course of mammalian development, represented as a ratio of expression in the *Morc1*^*tg/tg*^ and the *Morc1*^*tg/+*^ control. Some LTR transposons show upregulation selectively in late embryogenesis (**b**), while others are overexpressed postnatally (**c**,**d**), and LINE elements are overexpressed both during late embryogenesis and again at the onset of meiosis (**e**). Overexpression of transposons in MORC1- (**f**), DNMT3L- (**g**) and MIWI2- (**h**) deficient whole testis. For **a**–**e**, the dotted line indicates a fold change of one. For **a**–**h**. Two to four replicates per genotype were analysed; all data are RNA-seq from sorted germ cells or whole testis as indicated. Mean+s.e. plotted.

**Figure 3:**
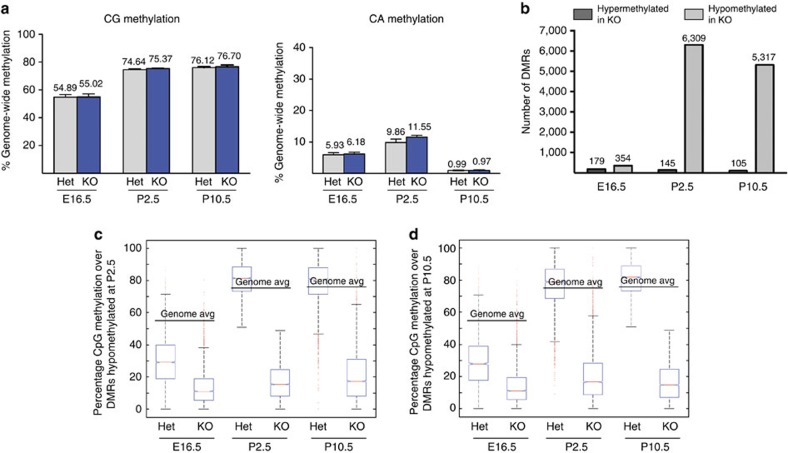
MORC1 regulates DNA methylation in a stage- and locus-specific manner. (**a**) Total CG and CA methylation levels in *Morc1*^*tg/+*^ and *Morc1*^*tg/tg*^ sorted germ cells. Three to four replicates per genotype and time point were analysed; mean and s.e. are indicated. (**b**) Number of hypermethylated and hypomethylated DMRs, calculated using pooled BS-seq data at each time point. (**c**) Boxplots of DNA methylation levels at E16.5, P2.5 and P10.5 are shown for the set of regions that were computed as hypomethylated at P2.5 in *Morc1*^*tg/tg*^ germ cells. (**d**) Box plots of levels of DNA methylation levels in germ cells at E16.5, P2.5 and P10.5 are shown for the set of regions that were computed as hypomethylated at P10.5 in *Morc1*^*tg/tg*^. For **c**,**d**, each DMR constitutes one point in each box plot. Red lines, median; edges of boxes, 75th (top) and 25th (bottom) percentiles; whiskers, minimum and maximum points within 1.5 × the interquartile range; red dots, outliers.

**Figure 4:**
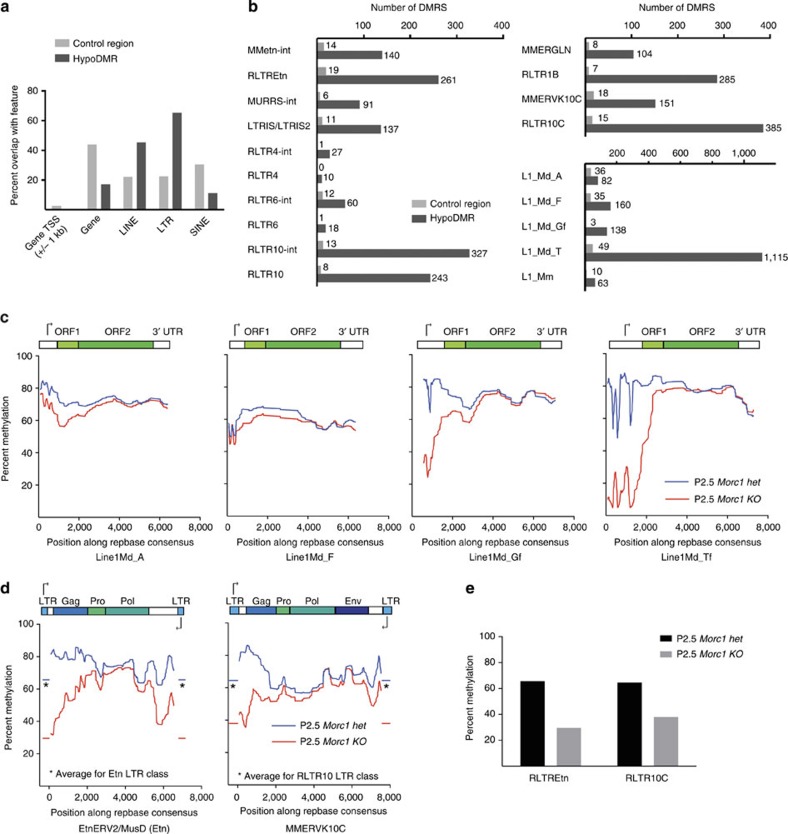
Hypomethylated regions in *Morc1*^*tg/tg*^ correspond to upregulated transposon classes. (**a**) The overlap of hypomethylated DMRs and control regions (randomly selected regions whose methylation is unaffected by loss of MORC1) with genes and transposon classes is indicated. A DMR or control is counted as overlapping with a feature if there was at least one basepair overlap. (**b**) Overlap of hypomethylated DMRs with transposon classes upregulated in *Morc1*^*tg/tg*^. Metaplot of methylation over LINE (**c**) and LTR (**d**) retrotransposons. BS-seq data were mapped to annotated RepBase consensus sequences for each transposon class and methylation is plotted at each CG in the annotated RepBase consensus sequence relative to the consensus sequence. The first 50 bases from each element, which often have low read coverage, are omitted. As it was usually not possible to determine the orientation of LTR-derived reads relative to LTR transposons, the average methylation level for the relevant LTR species is shown. (**e**) Global hypomethylation of LTR species corresponding to upregulated transposon classes. Again, BS-seq data were mapped to RepBase consensus sequence for these LTRs.

**Figure 5:**
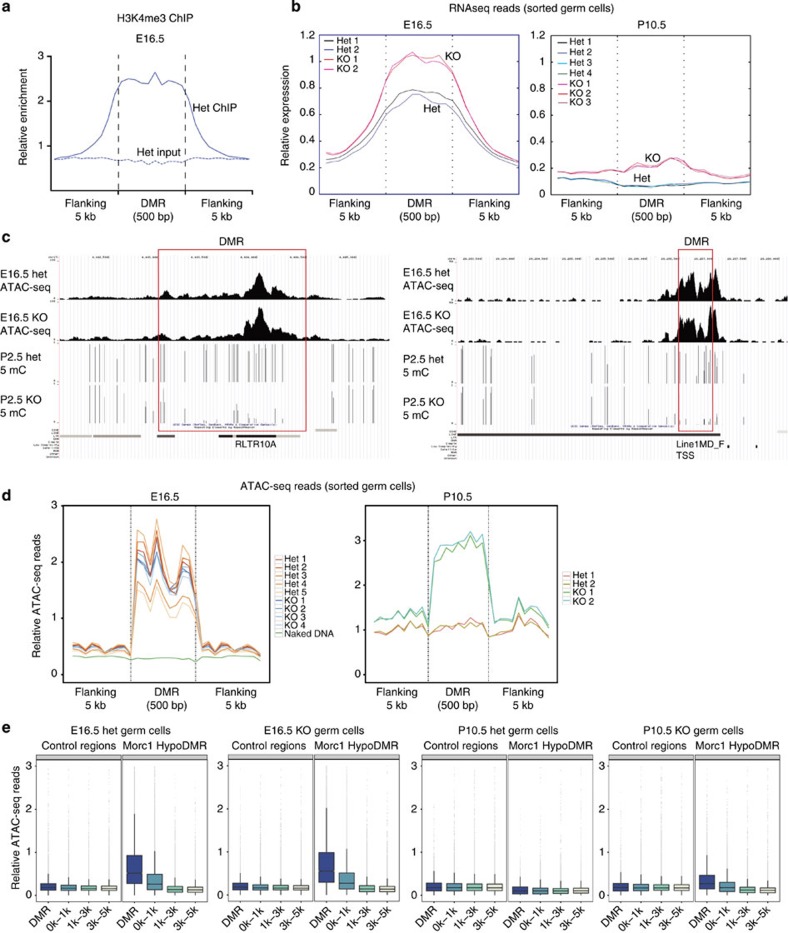
Hypomethylated regions in *Morc1*^*tg/tg*^ correspond to TSS of transposons active in late embryogenesis. (**a**) H3K4me3 abundance at E16.5 is calculated within regions identified as hypomethylated DMRs (Hypo DMR) in P2.5 *Morc1*^*tg/tg*^ germ cells. (**b**) Average distributions of uniquely mapping E16.5 RNA-Seq reads (left) and P10.5 RNA-seq reads (right) from individual replicates are plotted over regions identified as hypomethylated at P2.5. (**c**) Pooled E16.5 ATAC-seq reads are plotted relative to methylation distribution at two loci with hypomethylated DMRs. Each CG is represented as by a bar, with the height of the bar indicating the frequency with which the CG is methylated. A dot at a position indicates no methylation. At least one read must map to the CG for a bar to appear. (**d**) ATAC-seq reads from individual replicates at E16.5 (left) and P10.5 (right) are plotted relative to DMRs. (**e**) ATAC-seq read abundance at DMRs and adjacent regions is represented as a boxplot, with each DMR constituting one point in the boxplot. For **a**–**e**, DMRs refer to regions hypomethylated in *Morc1^tg/tg^* germ cells at P2.5.

**Table 1:** piRNA abundance and characteristics in E16.5 *Morc1* ^*tg/+*^ and *Morc1* ^*tg/tg*^ testes.

	***Morc1*** **het**	***Morc1*** **KO**
Putative piRNA/miRNA	0.55	0.59
Sense/antisense	1.34	1.34
Primary/secondary	4.43	3.91

miRNA, micro RNA; piRNA, Piwi-interacting RNA; smRNA, small RNA.

Ratios of putative piRNA/miRNA, sense piRNA/antisense piRNA and primary piRNA/secondary piRNA populations are indicated for smRNA obtained from pooled E16.5 *Morc1*^*tg/+*^ and *Morc1*^*tg/tg*^ testes. No substantial defect in piRNA biogenesis is observed in MORC1-deficient testis.

# Supplementary material for: MORC1 represses transposable elements in the mouse male germline
**Source:** Nat Commun. 2014 Dec 12;5:5795. doi: 10.1038/ncomms6795
**Supplement:** Supplementary Information — Supplementary Figures 1-13

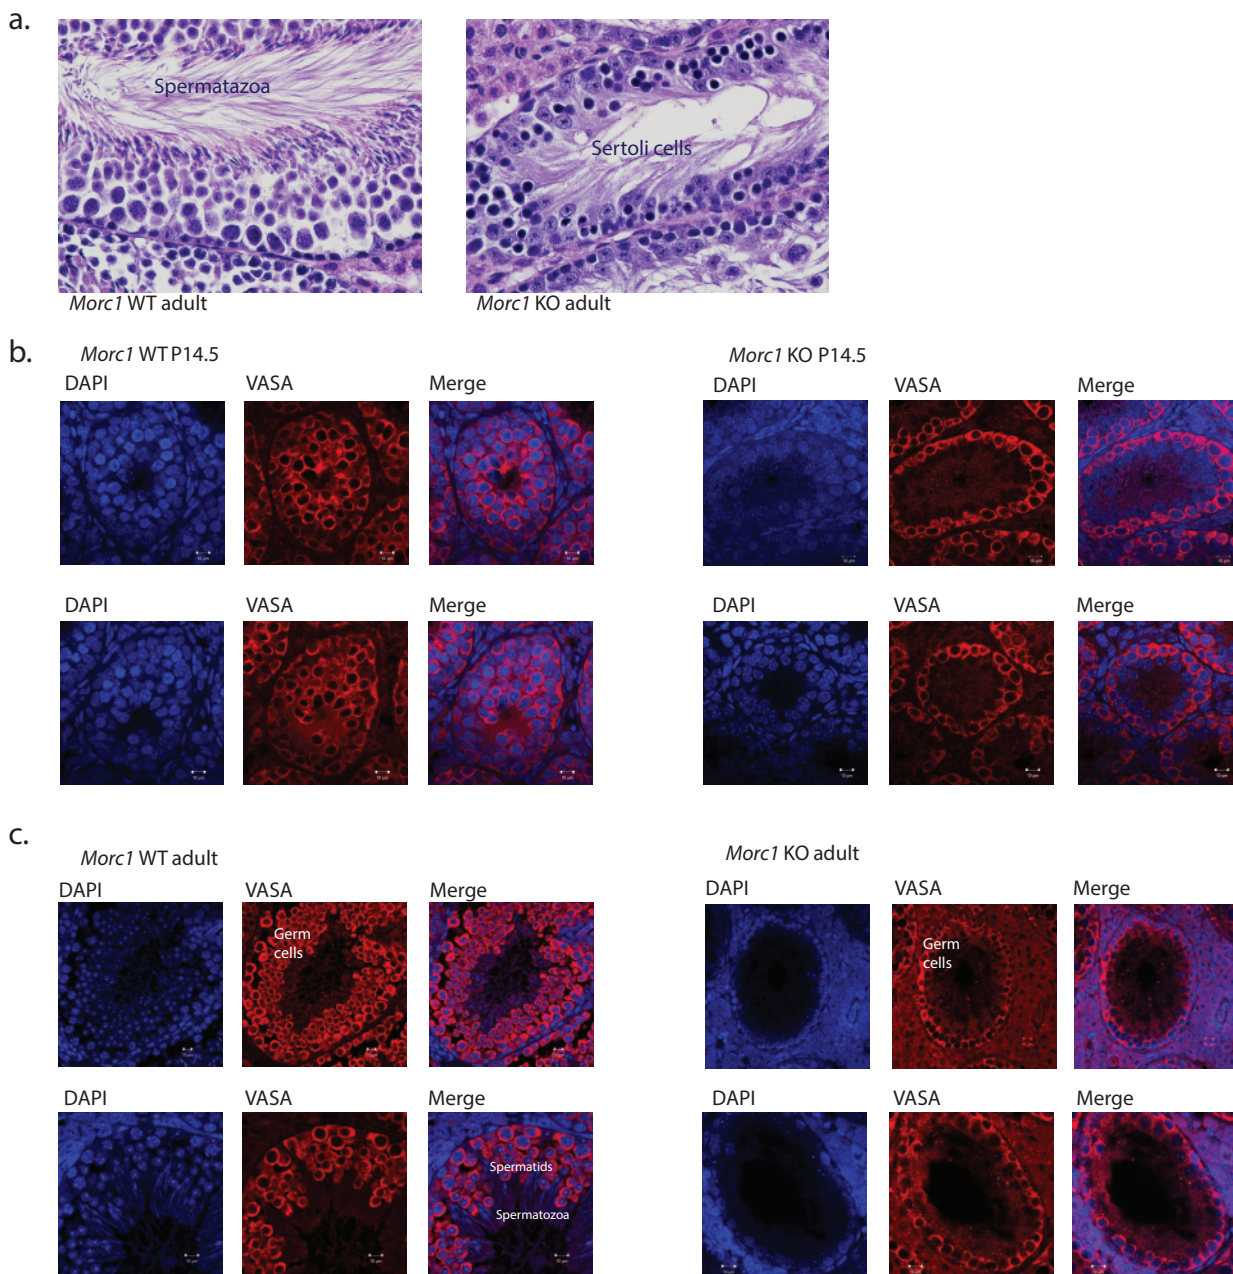

**Supplementary Figure 1. Confirmation that *Morc1*<sup>tg/tg</sup> males are infertile.** **a**, Histology of *Morc1*<sup>+/+</sup> and *Morc1*<sup>tg/tg</sup> adults. **b-c**, Detection of germ cells in *Morc1*<sup>+/+</sup> and *Morc1*<sup>tg/tg</sup> adults by immunofluorescence (IF). VASA is a marker of germ cell identity. Scale bars indicate 10μm.

a.

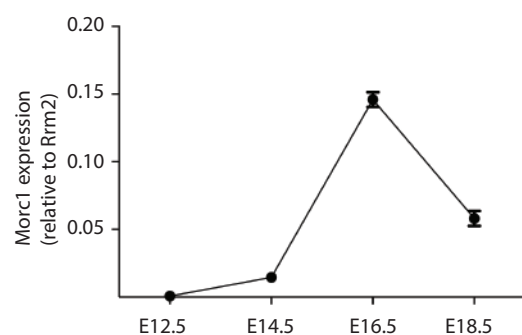

b.

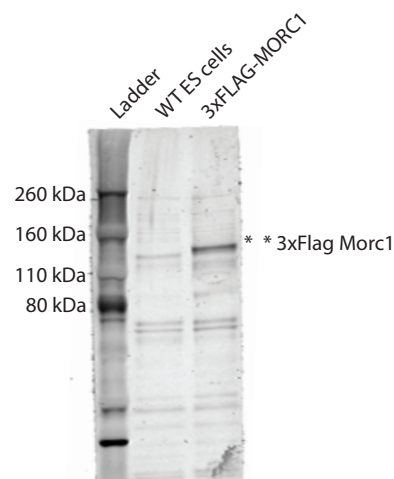

c.

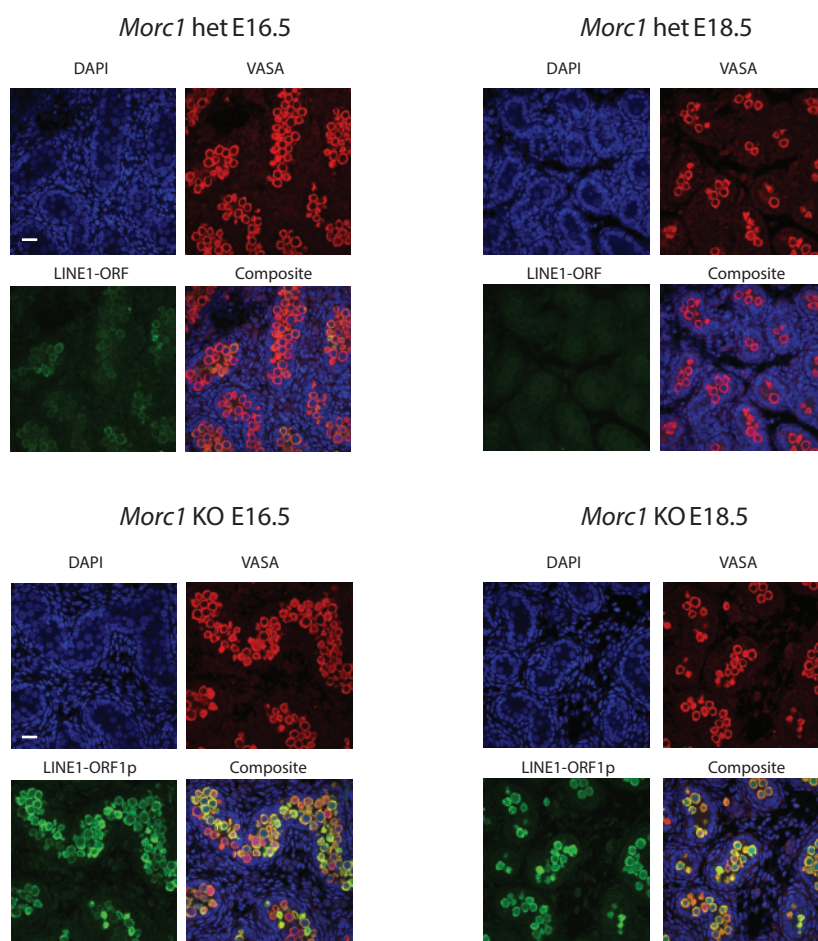

**Supplementary Figure 2. Transposon derepression in *Morc1*<sup>tg/tg</sup> arises concurrently with its expression in the germline.**

**a**, Relative *Morc1* mRNA expression in whole testis as measured by RT-PCR. Expression is shown relative to the housekeeping gene *Rrm2*. Six technical replicates per timepoint were analyzed, mean and standard error are plotted. **b**, Western blot confirming that anti-MORC1 coiled coil antibody recognize an overexpressed Flag-MORC1 in mouse embryonic stem cells. **c**, Immunofluorescent detection of LINE1-ORF1p protein in late embryogenesis (E16.5, E18.5). VASA is a marker of germ cell identity. Scale bars indicate 20 μm.

a.

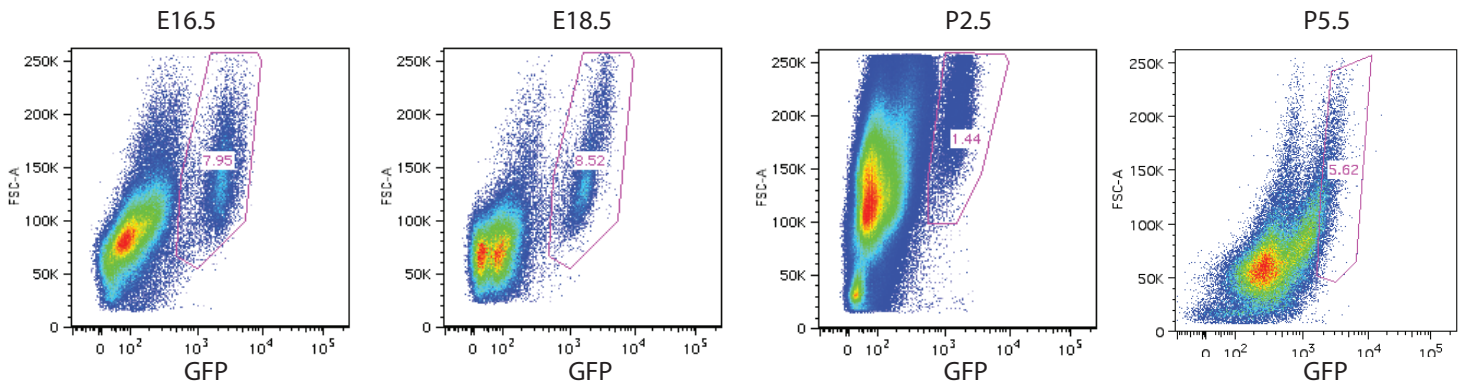

b.

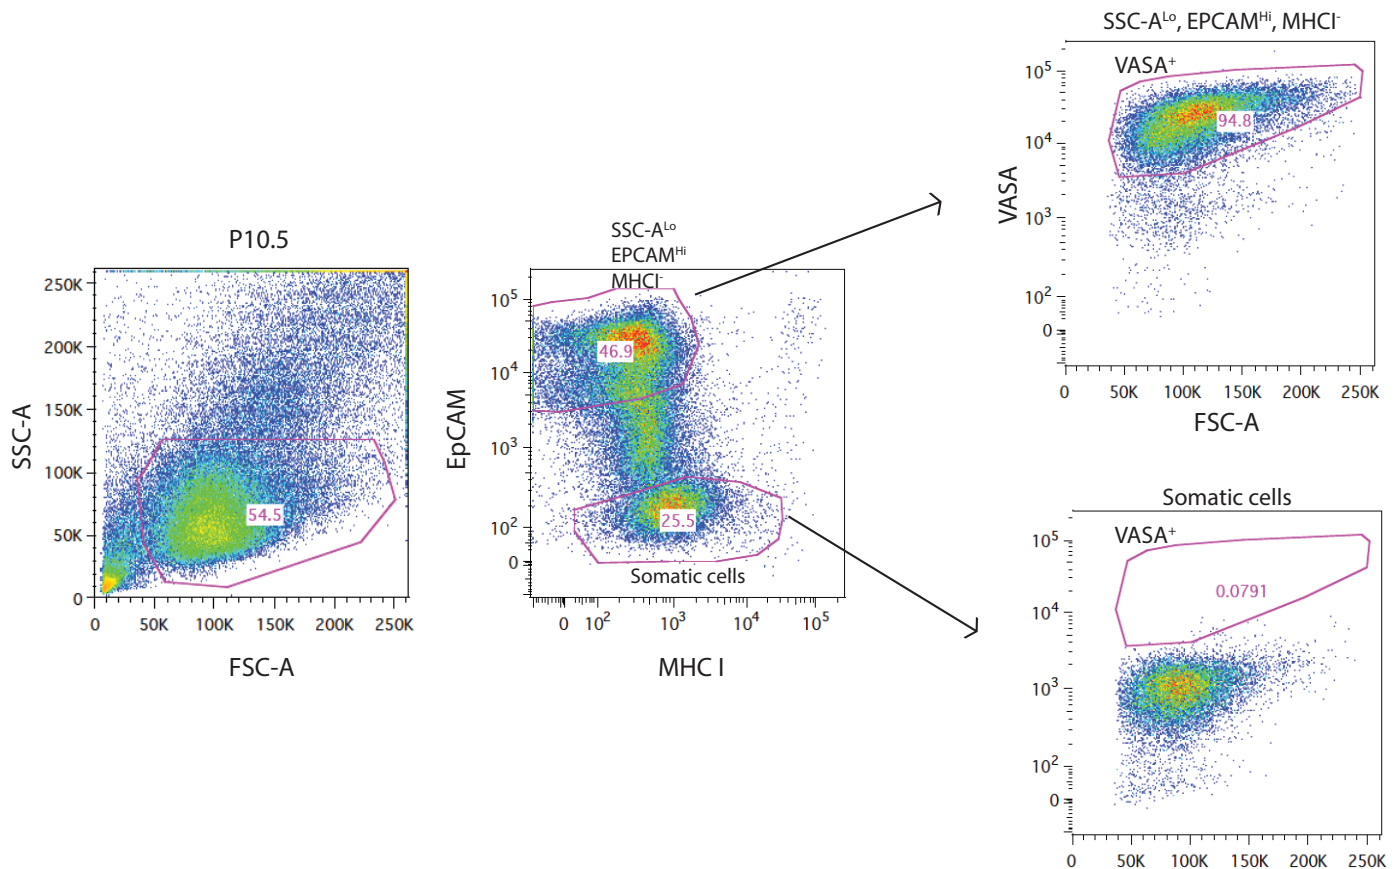

**Supplementary Figure 3. Strategies for sorting pure germ cells.** **a**, Flow cytometry plots showing a distinct eGFP<sup>+</sup> germ population in *Oct4-IRES-eGfp*. eGFP<sup>+</sup> cells could be used to sort embryonic and early postnatal germ cells effectively but was not useful after P2.5. **b**, Sorting a SSC-A<sup>Lo</sup>, EPCAM<sup>Hi</sup>, MHC I<sup>-</sup> population of cells from P10.5 whole testis, yields a 94.8% pure population of VASA<sup>Hi</sup> (germ) cells. The EpCAM<sup>Lo</sup> somatic cell population is shown as a control. VASA is an intracellular protein and thus is not an optimal marker for sorting cells for RNA-Seq applications. Therefore, the SSC-A<sup>Lo</sup>, EPCAM<sup>Hi</sup>, MHC I<sup>-</sup> population was used to sort P10.5 germ cells for whole genome-bisulfite sequencing and RNA-seq experiments.

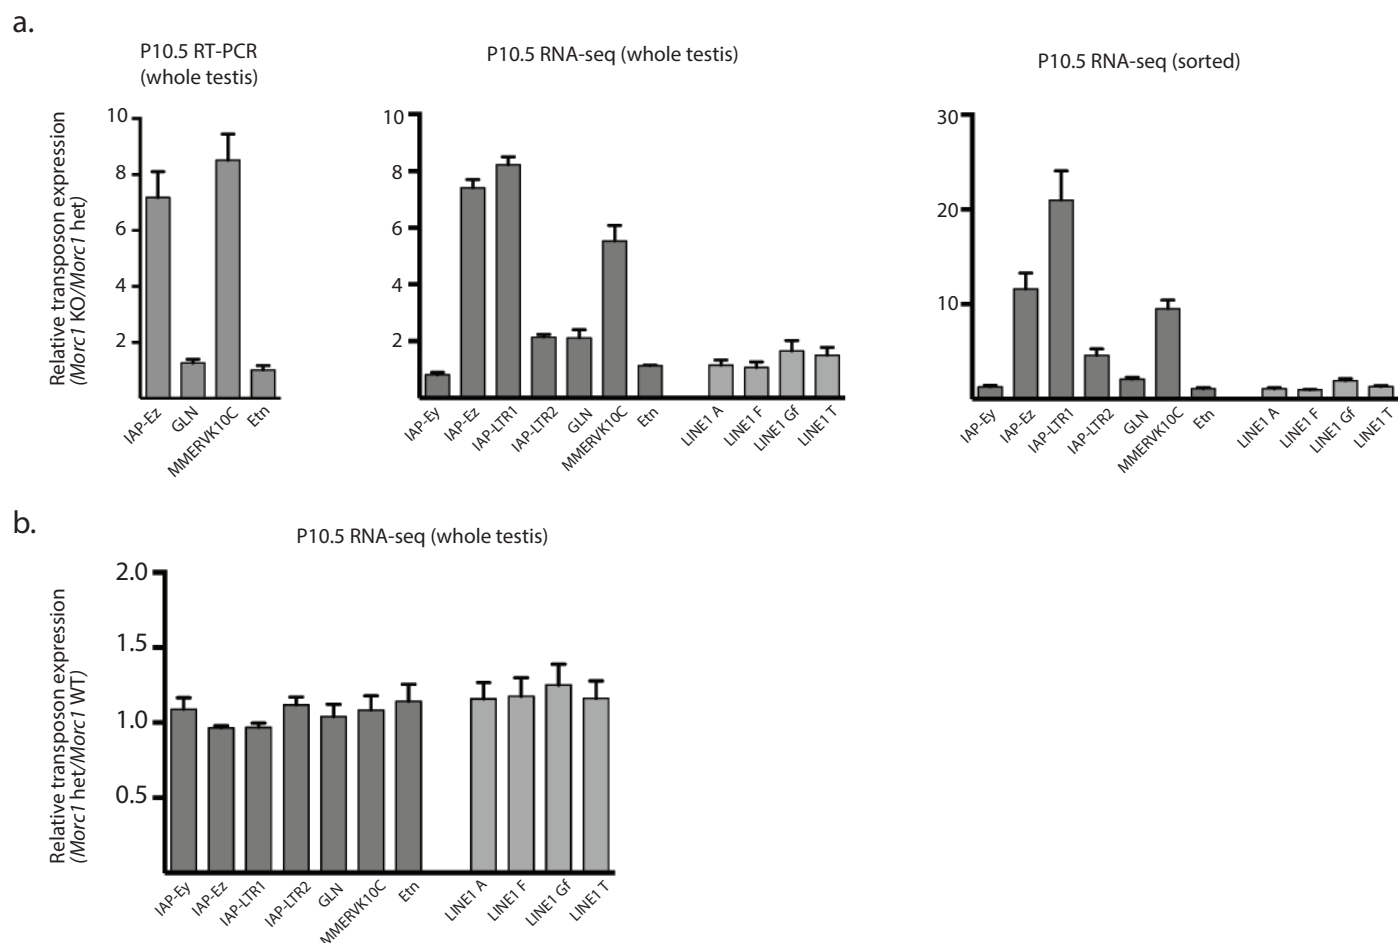

**Supplementary Figure 4. Validation of sequencing data and strategy.** a, RT-qPCR for select transposon classes at P10.5 in whole testis yields a similar pattern of upregulation in *Morc1<sup>tg/tg</sup>* as observed by RNA-Seq of whole testis and sorted germ cells, confirming the validity of each approach. The degree of upregulation is somewhat stronger in the sorted cells, probably because transcripts from the unaffected somatic cells blunt the increase in whole testis. b, There is no substantial increase in transposon expression in *Morc1<sup>tg/+</sup>* mice relative to *Morc1<sup>+/+</sup>*, allowing us to use *Morc1<sup>tg/+</sup>* littermates of *Morc1<sup>tg/tg</sup>* mice as controls in subsequent experiments. 2-4 replicates per genotype were analyzed, mean and standard error are indicated.

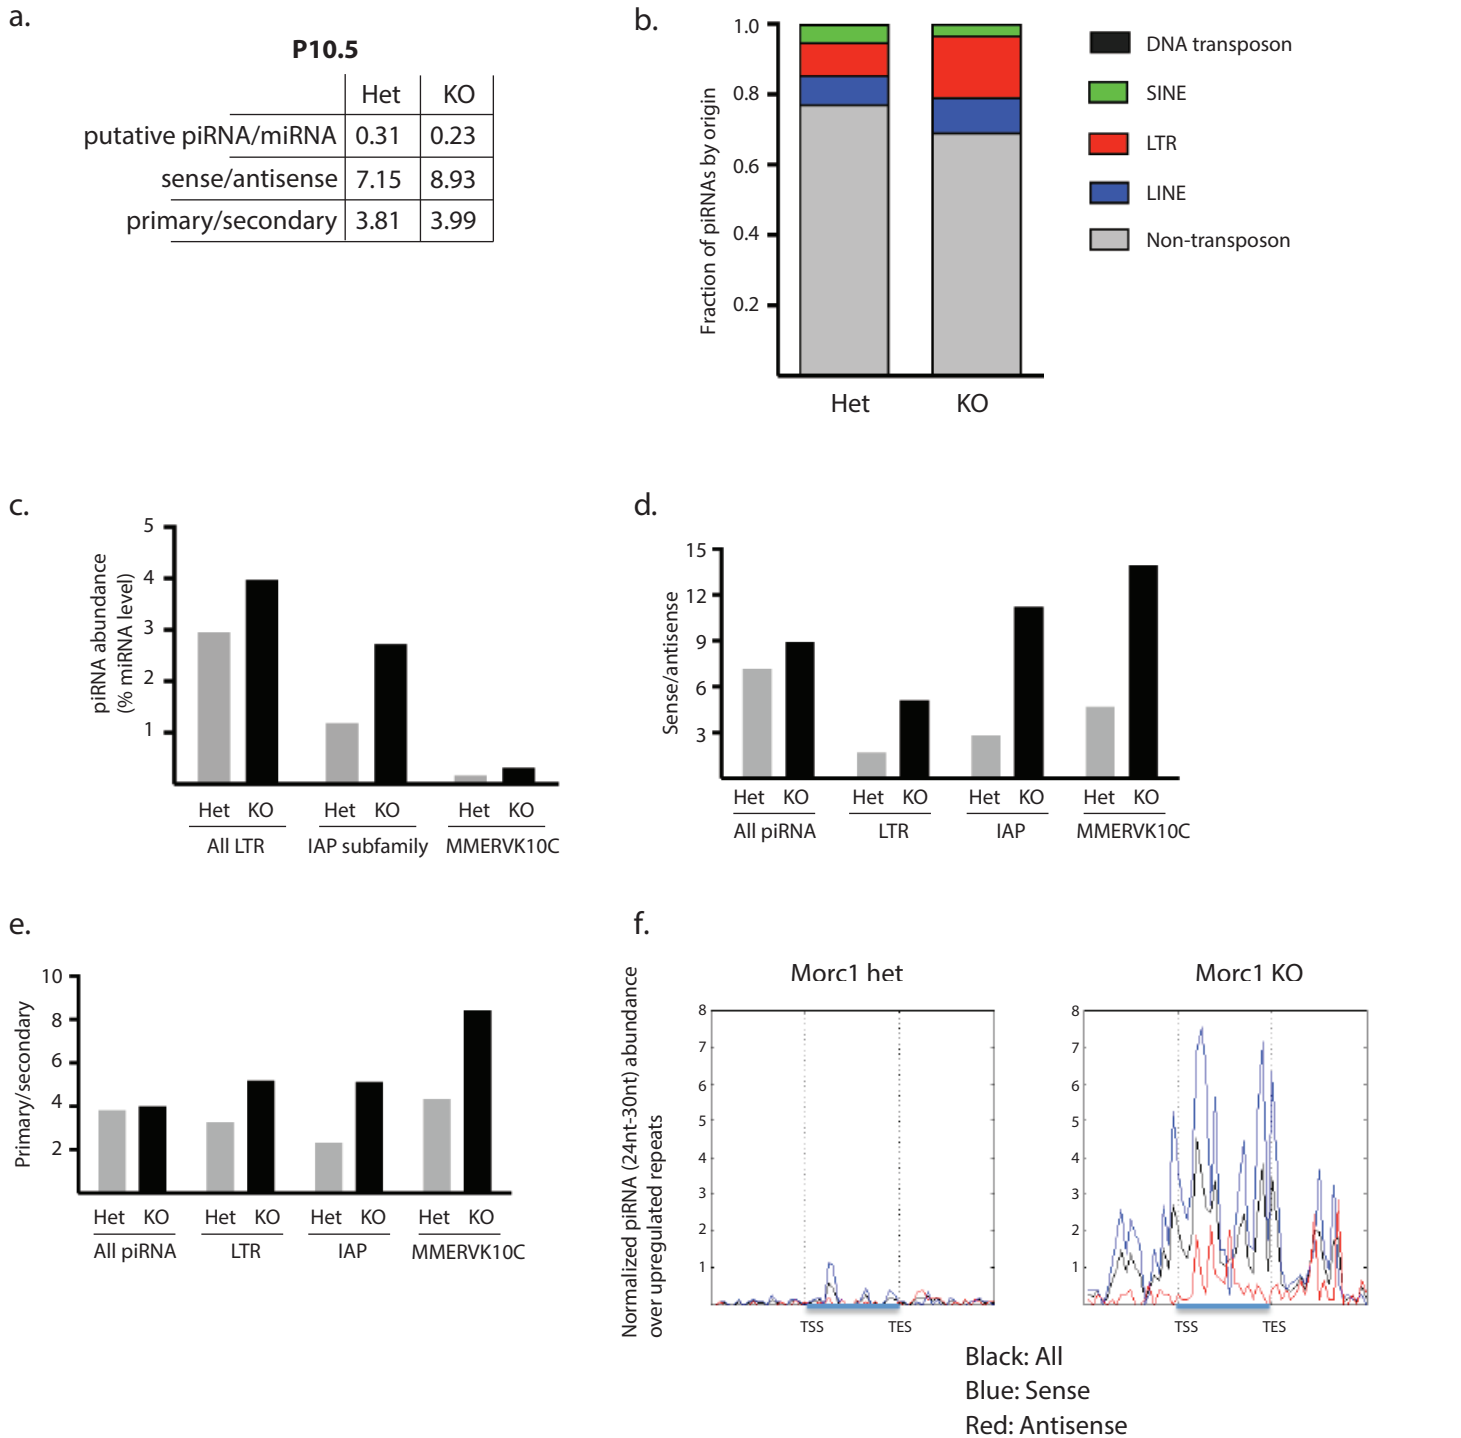

**Supplementary Figure 5. Increased piRNA reads deriving from transposon elements upregulated at P10.5**

**a**, Relative piRNA abundance and characteristics in P10.5 *Morc1<sup>tg/tg</sup>* and *Morc1<sup>tg/+</sup>* testes. **b**, piRNAs from P10.5 testes are plotted by transposon class. 

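At P10.5, 15.0% of the *Morc1* tg/+ reads and 13.5% of the *Morc1* tg/tg reads were longer than 24 nt. The piRNA to miRNA ratio was 0.226 in *Morc1* tg/+ and 0.198 in *Morc1* tg/tg, or 0.874 times the *Morc1* tg/+ ratio. U at position 1 was found in 49.7% of reads longer than 24 nt in *Morc1* tg/+ and in 53.4% in *Morc1* tg/tg. The ratio of primary to secondary reads was 1.93 in *Morc1* tg/+ and 2.15 in *Morc1* tg/tg, or 1.12 times the *Morc1* tg/+ ratio, and counting distinct sequences changed the direction (0.883 times). As at E16.5, there was 1 library per genotype, and depth was not evened out for distinct sequences.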

Consistent with overexpression of various LTR retrotransposons at this timepoint, a higher fraction of piRNA are derived from LTR retrotransposons. **c**, A large increase of piRNA derived from IAP and MMERV10C in *Morc1<sup>tg/tg</sup>* is observed. **d**, The ratio of primary/secondary and **e**, sense/antisense piRNA of IAP derived sequence is plotted for *Morc1<sup>tg/+</sup>* and *Morc1<sup>tg/tg</sup>*. An increase in primary, sense transcript is observed relative to other species, consistent with piRNAs being processed directly from transposons. **f**, Average distribution of sense and antisense piRNA over transposons upregulated in *Morc1<sup>tg/tg</sup>*. Middle region represents the body of the transposon, and the flanking regions represent the 5' (left) and 3' (right) regions outside of the transposon. Both flanking regions were scaled to the same lengths as for the middle regions.

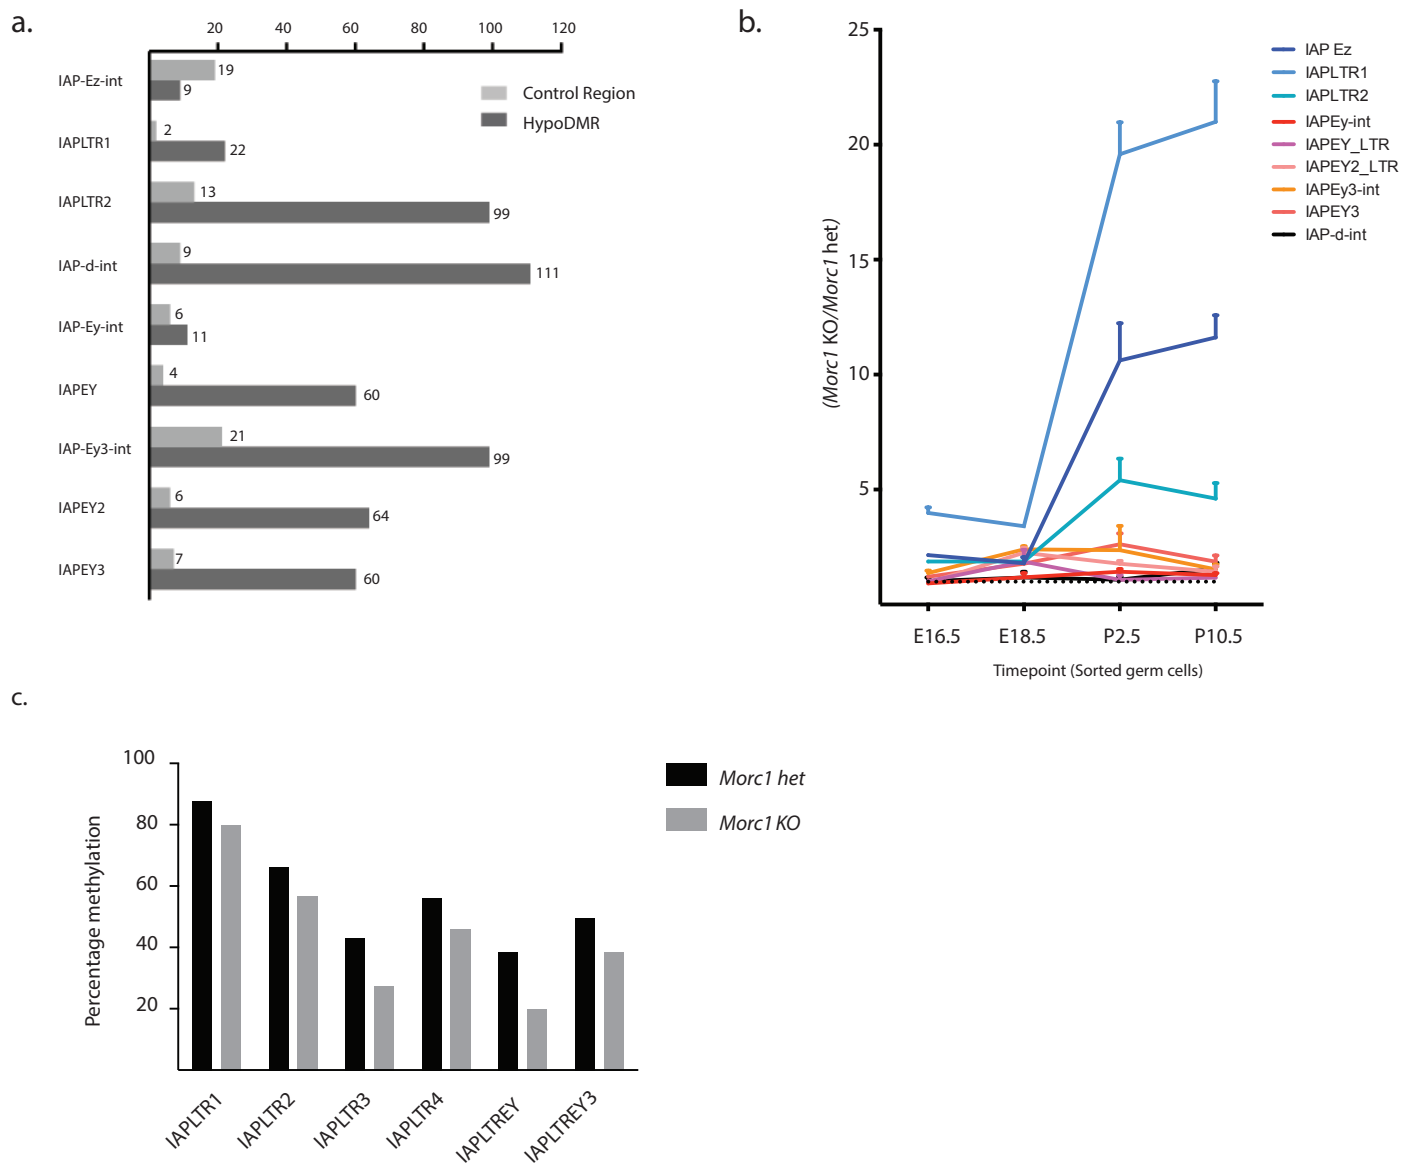

**Supplementary Figure 6. Hypomethylation of IAP elements in *Morc1*<sup>tg/tg</sup>.** **a-b**, IAP elements show hypomethylation in the *Morc1*<sup>tg/tg</sup>, however there is weak correspondence between the extent of upregulation (compare **(a)** to **(b)**) and frequency of hypomethylated DMRs. **c**, Overall, there is modest global hypomethylation of all IAP LTRs in *Morc1*<sup>tg/tg</sup>. 2-4 replicates per genotype and timepoint were analyzed, mean and standard error are indicated.

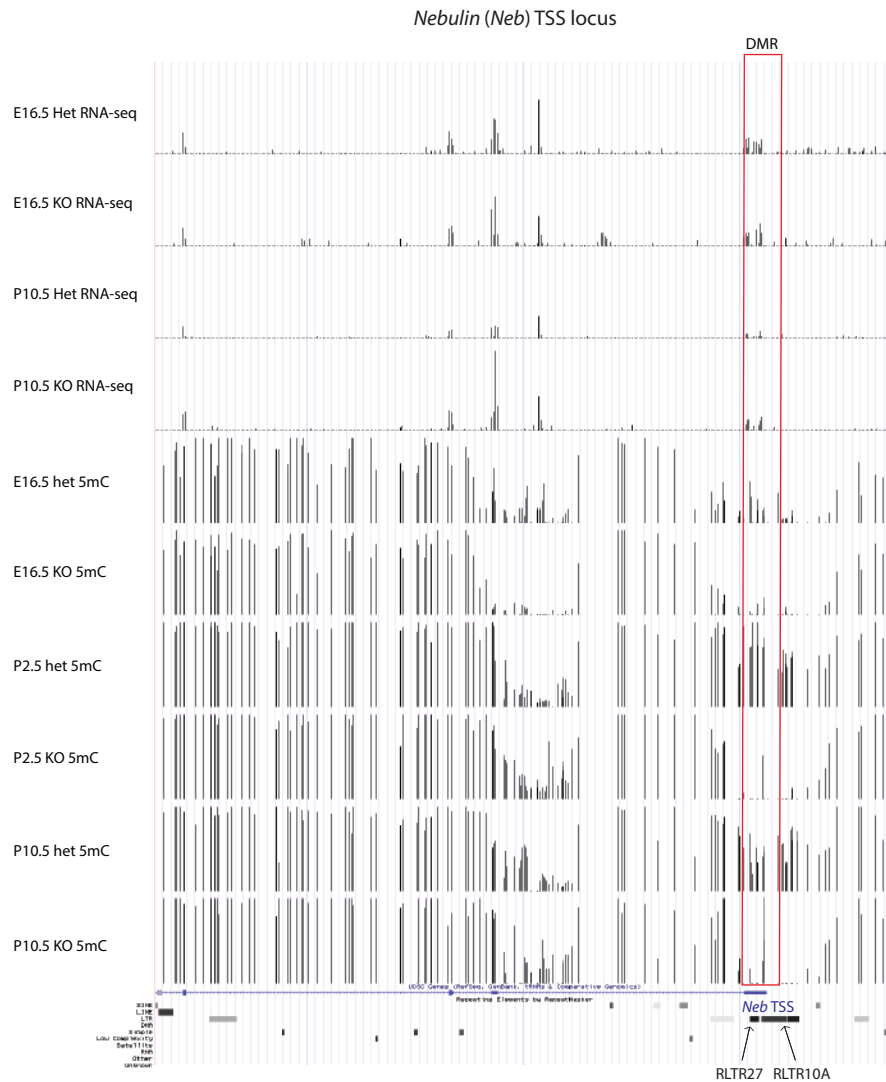

**Supplementary Figure 7. Coordinated transposon and gene silencing at the *Nebulin* transcription start site.** Pooled, uniquely mapping RNA-seq reads and BS-seq data is shown relative to the *Nebulin* locus. The TSS of the *Nebulin* gene is hypomethylated in *Morc1<sup>tg/tg</sup>*, probably because of adjacent RLTR10A and RLTR27 LTRs. The *Nebulin* gene is correspondingly upregulated at P10.5. Each CG is represented as by a bar, with the height of the bar indicating the frequency with which the CG is methylated. A dot at a position indicates no methylation. At least one read must map to the CG for a bar to appear.

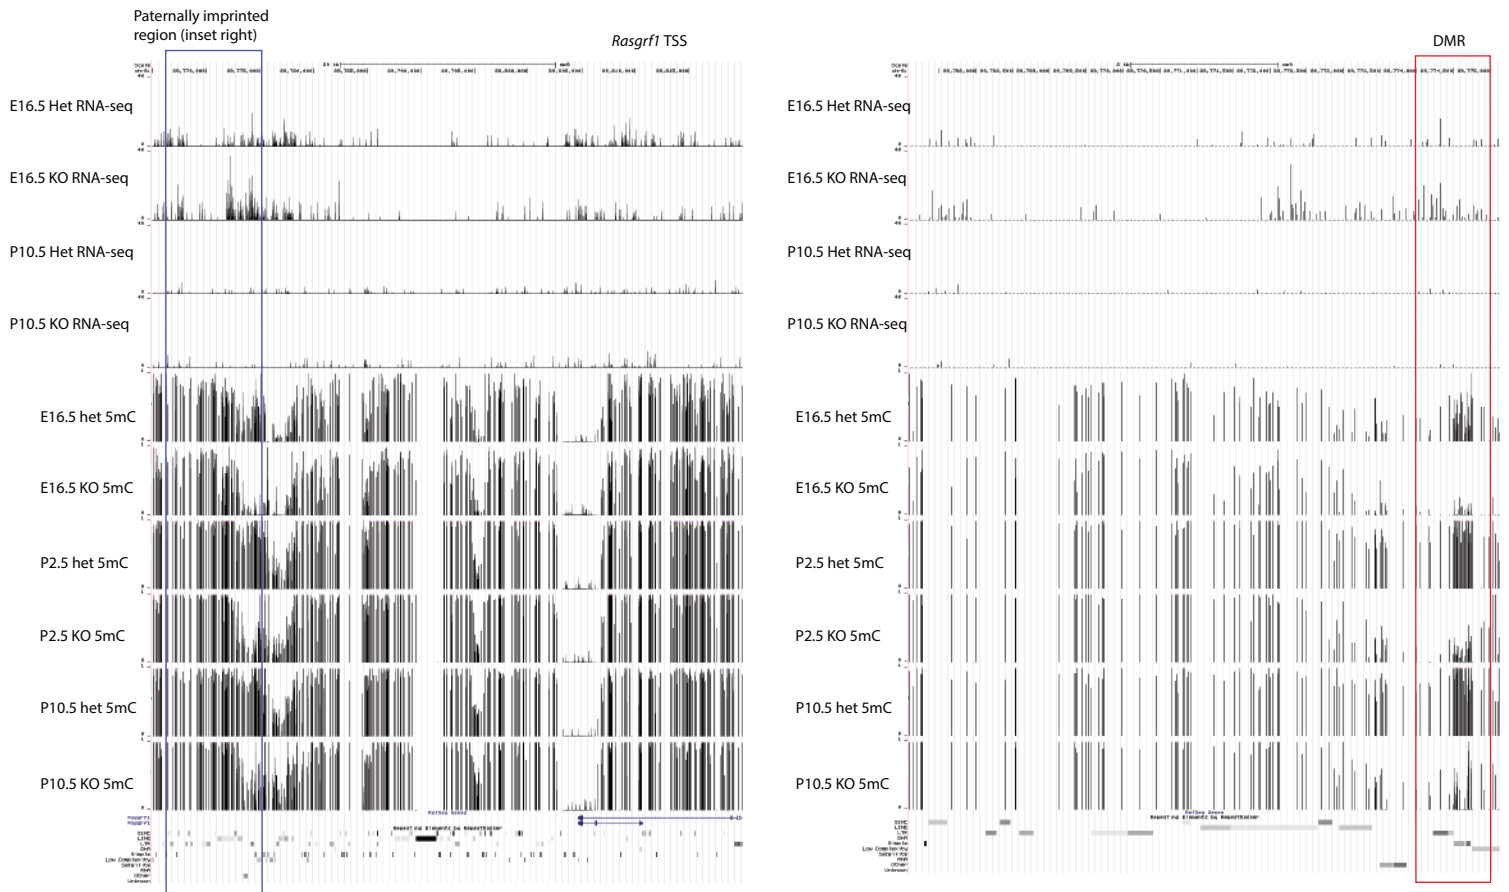

**Supplementary Figure 8. Hypomethylation of the imprinting control region of the *Rasgrf1* locus.** (Left) The paternally imprinted region of *Rasgrf1* is indicated relative to the transcription start site of the gene (Right), transcription and methylation over the paternally imprinted region is shown. Part of the paternally imprinted region is overexpressed and hypomethylated in the *Morc1<sup>tg/tg</sup>* mutant relative to the control.

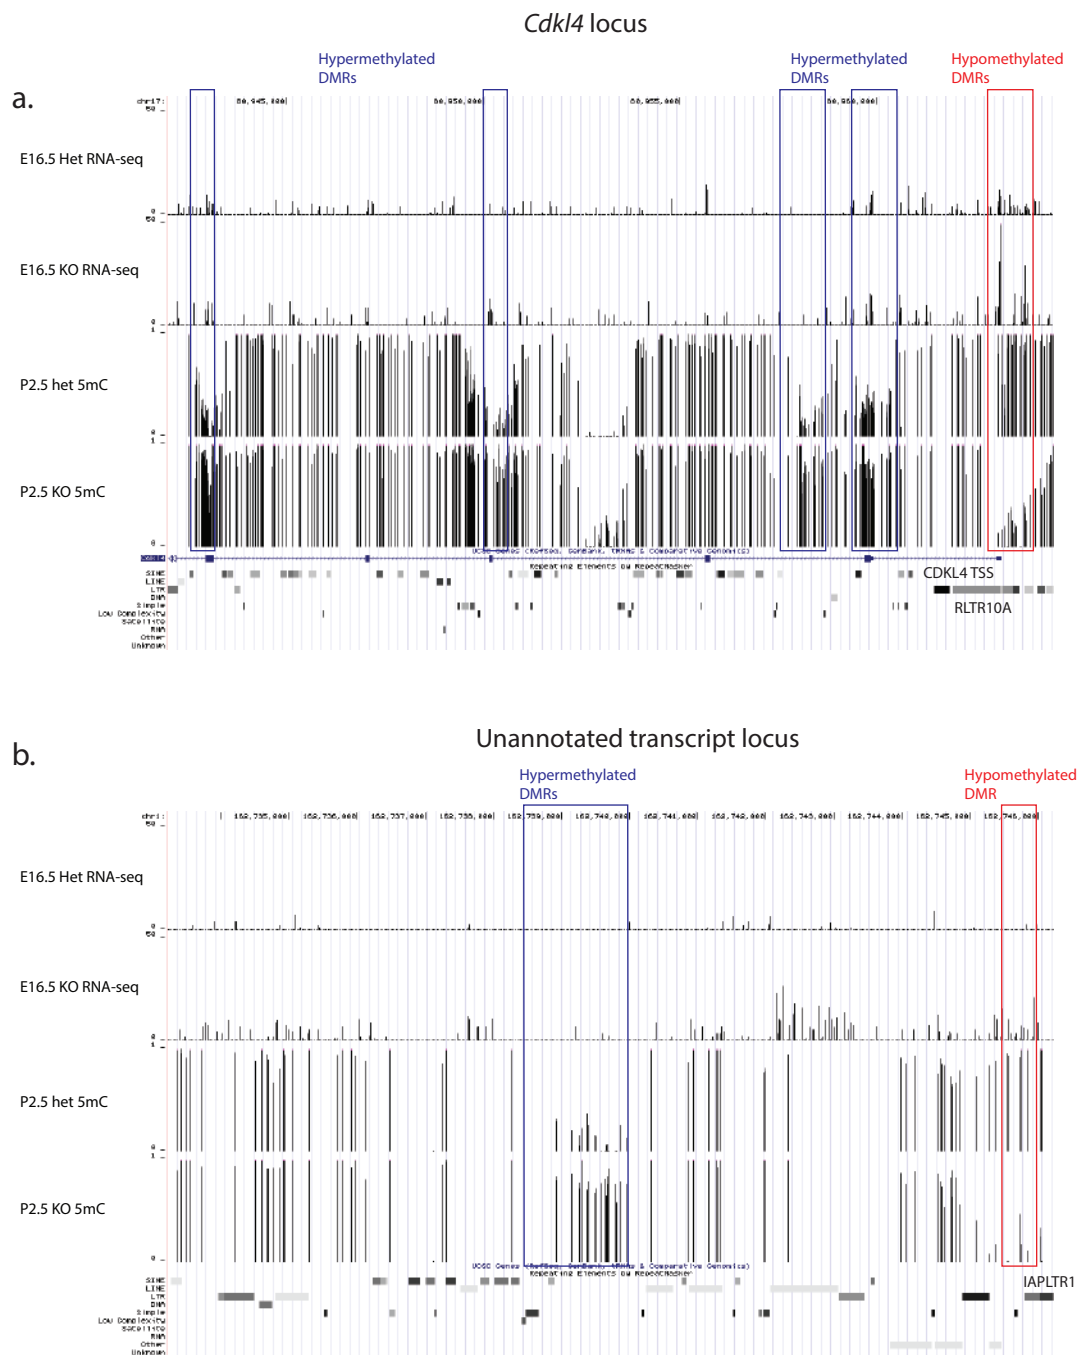

**Supplementary Figure 9.** Hypermethylation of select regions is linked to transcriptional readthrough. The *Cdkl4* (a) promoter and the probable promoter of an unannotated transcript (b) are hypomethylated in the *Morc1<sup>tg/tg</sup>*. There is a corresponding increase in reads deriving from these transcripts and regions of hypermethylation develop in the transcript body.

a.

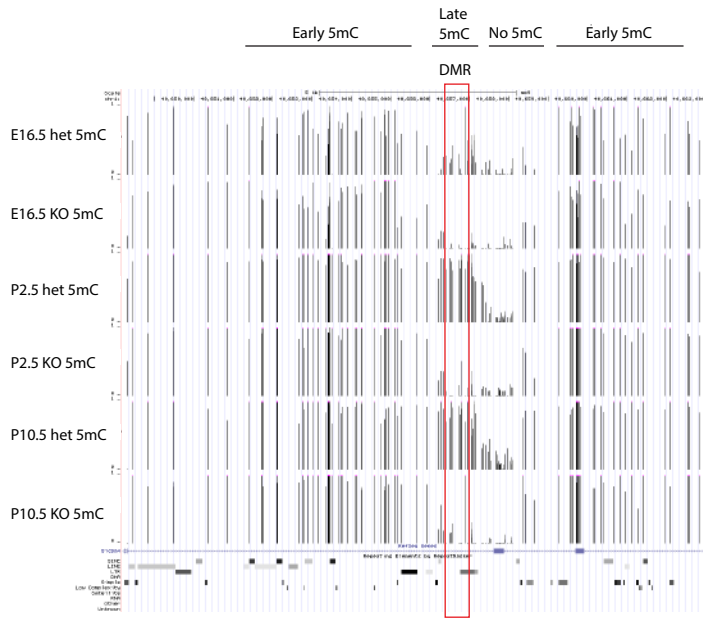

b.

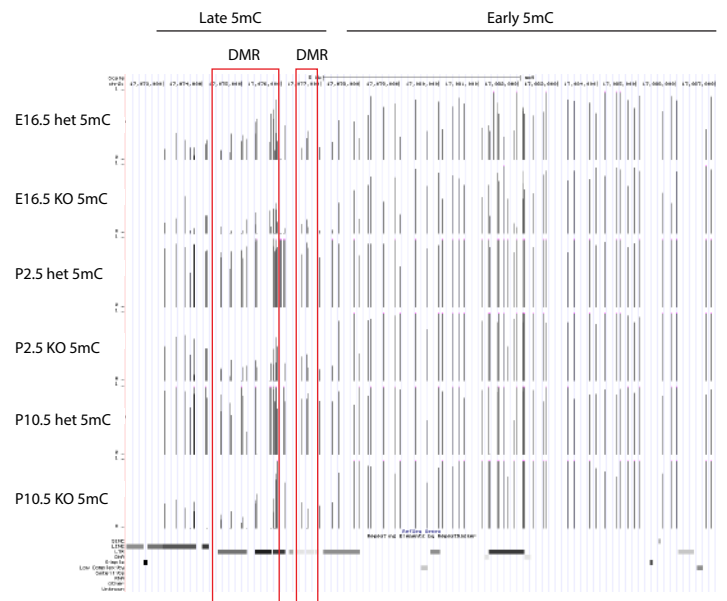

**Supplementary Figure 10. Hypomethylated regions in *Morc1<sup>tg/tg</sup>* are methylated more slowly than other loci.** Two regions (a) and (b) that show both “early” and “late” methylation are shown. Hypomethylated DMRs are late-methylating.

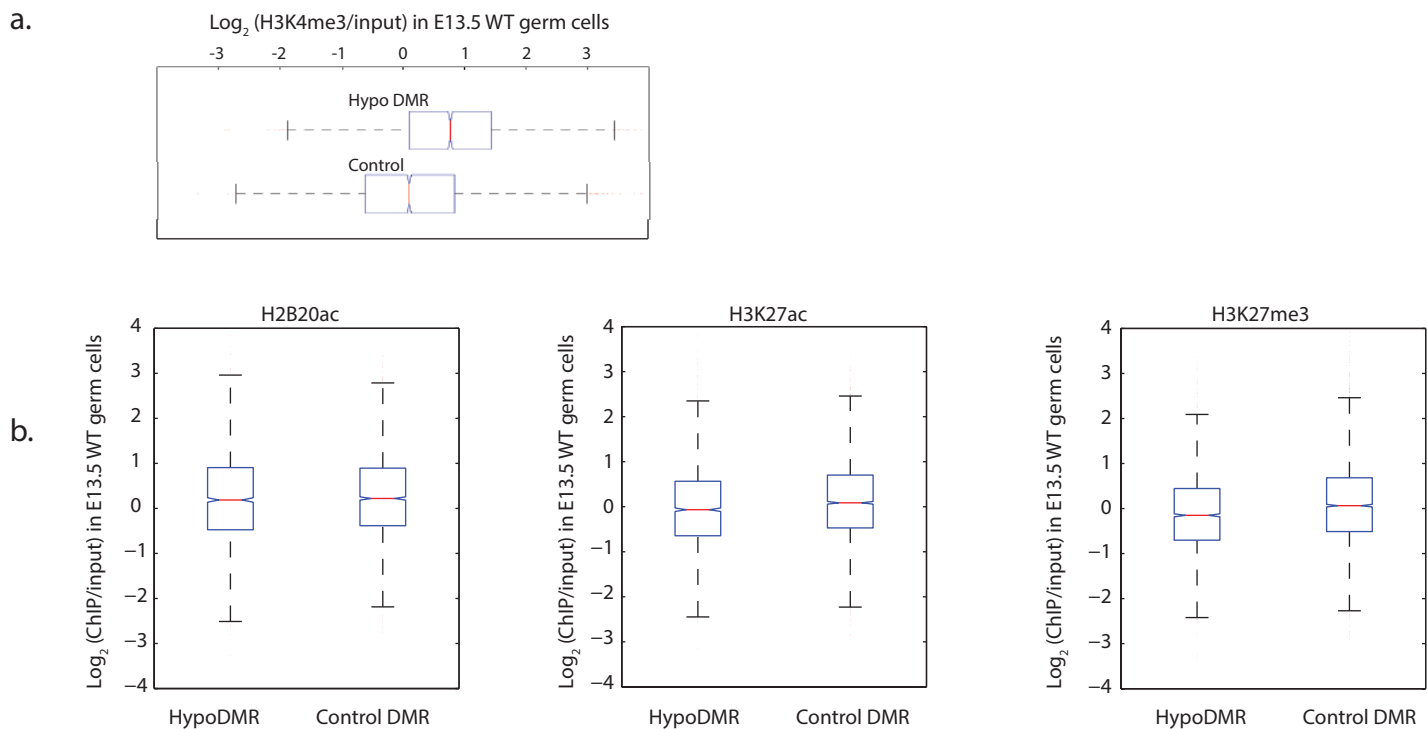

**Supplementary Figure 11. Regions hypomethylated in *Morc1*<sup>tg/tg</sup> have elevated H3K4me3 at E13.5.**

**a-b,** Abundance of ChIP-seq reads over control and hypomethylated DMRs are represented by boxplots. Each DMR corresponds to one point on the boxplot. **(a)** *Morc1*<sup>tg/tg</sup> DMRs have elevated H3K4me3 at E13.5, indicating that these regions are sites of transcriptional initiation at the onset of de novo methylation. **(b)** H2B20ac, K3K27ac and H3K27me3 abundances are similar over hypomethylated and control DMRs.

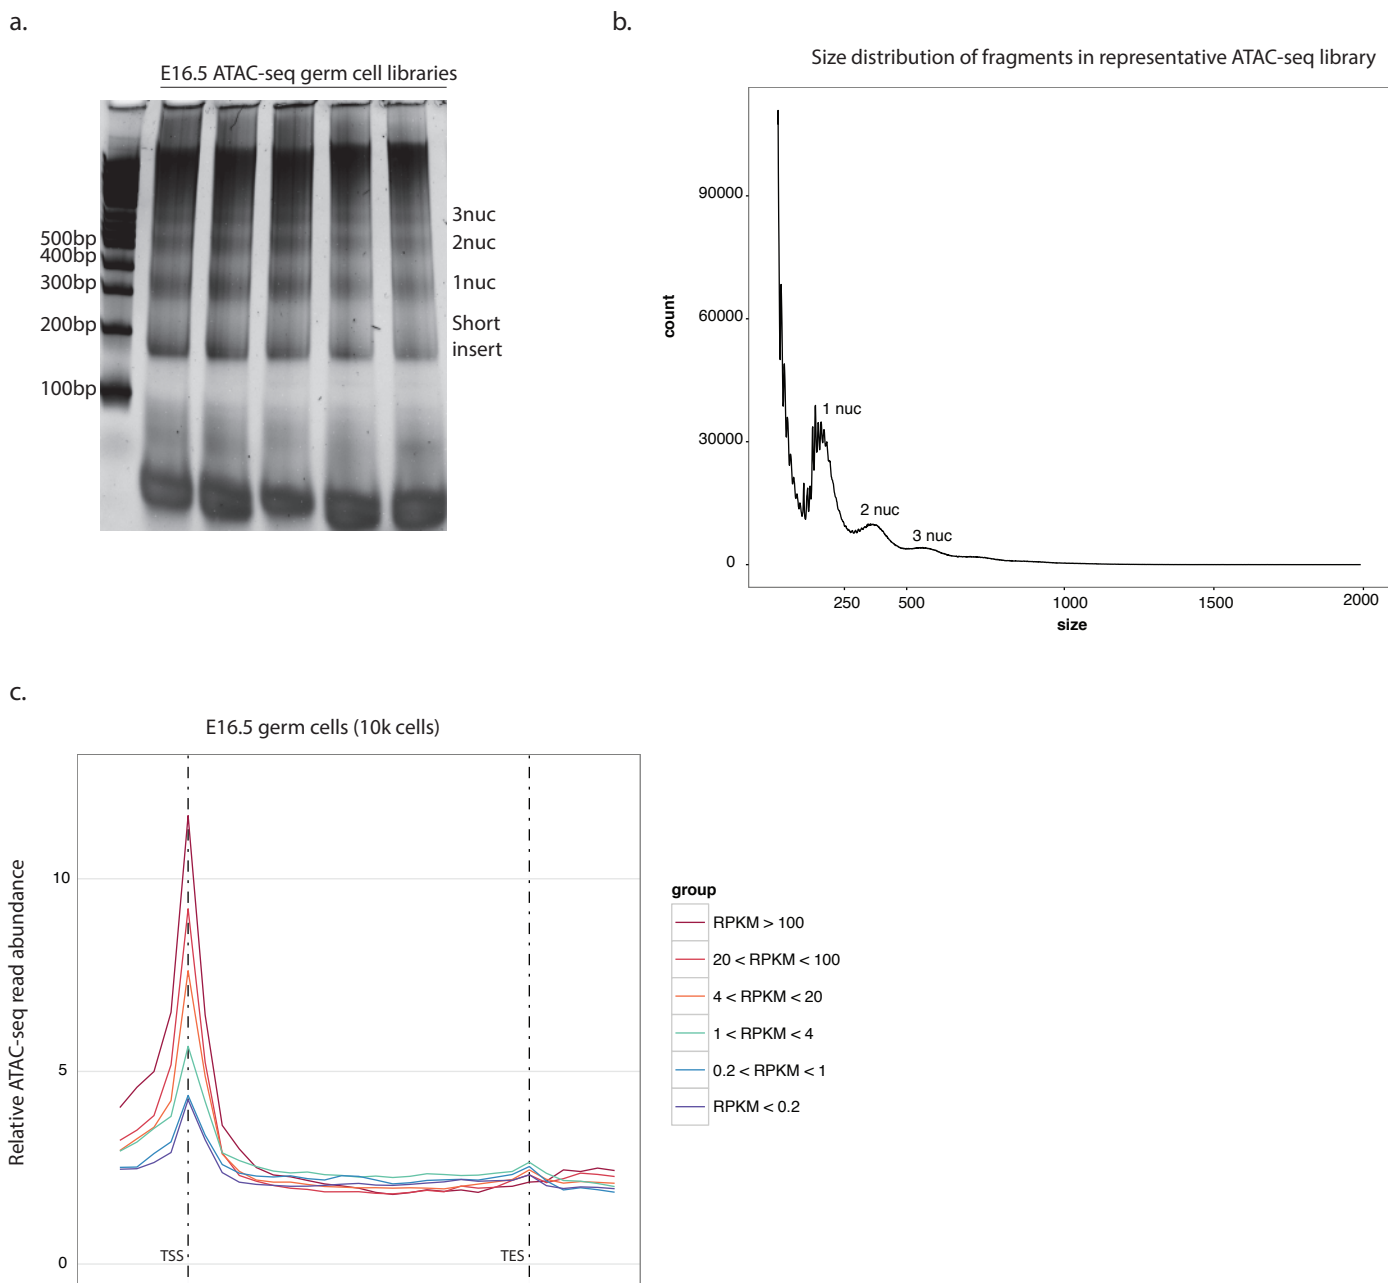

**Supplementary Figure 12. Technical validation of the ATAC-seq method.** **a)** ATAC-seq libraries using material from 10k embryonic germ cells produced an appropriate nucleosome-banding pattern, consistent with the tendency of primer insertion events to occur in nucleosome linker regions. **b)** The distribution of fragment sizes in the ATAC-seq library shows periodicity consistent with the 10.5bp pitch of DNA and the 180bp periodicity of nucleosome size. **c)** Metaplot of ATAC-seq reads relative to TSS in embryonic germ cells. A higher density of ATAC-seq reads is observed proximal to the TSS of the gene, with higher expressed genes showing greater ATAC-seq peaks. This confirms the potential of ATAC-seq as a method to find transcriptional start sites in embryonic germ cells.

How the deposited data were processed for this re-analysis (not part of the article)

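The re-analysis used 47 RNA-Seq libraries and 4 small RNA libraries of mouse testis and of sorted germ cells. Of the RNA-Seq libraries, 20 came from sorted germ cells of *Morc1* tg/tg and *Morc1* tg/+ mice at E16.5, E18.5, P2.5 and P10.5, and 27 from whole testis. The whole testis libraries were of the *Morc1* line at P10.5 and P14.5 (14 libraries) and of the *Dnmt3l* (9) and *Miwi2* (4) lines at P10.5. Genotype, stage, tissue and replicate number were taken from the labels of the samples and from Supplementary Data 1.

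For each RNA-Seq library, the authors deposited raw gene counts, which are the reads that HTSeq counted on each gene, without any normalization. Beside each count, they deposited an RPKM value, which the authors made by dividing the count by the length of the gene's exons and by the mapped reads. Both rest on reads trimmed to 50 bp and kept where they mapped to 1 place in mm9. The small RNA files hold the read sequences that were left after the authors removed the adaptors, 1 read per line, with no count, alignment or annotation. Values of repeat families came from a copy of Supplementary Data 2, in which the authors weighted each read by its number of matching sites and scaled the sums to mapped reads and family length. The last 5 columns of that table, for *Dnmt3l*-/- replicate 3 and the 4 *Miwi2* libraries, were not used here. The bisulfite, chromatin immunoprecipitation and accessibility sequencing of the paper was not analysed here. The aligner of the RNA-Seq reads on genes is not given in the sources used here.

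Depth was measured as the reads counted on genes. It had a median of 7542692 over the 20 sorted libraries and 28815956 over the 27 whole testis libraries. By line, the whole testis medians were 26588906 for *Morc1*, 34070410 for *Dnmt3l* and 36250970 for *Miwi2*. The mapped reads that Supplementary Data 1 lists were larger and were not used in the tests. Among all pairs of libraries of a group, no pair was close enough in its counts to be a copy (lowest chi-square per gene 3.46).

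Counts were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, after TMM normalization and on the genes kept by its filterByExpr function. P-values were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison, and genes with an adjusted p under 0.05 were called. Standard errors of log2 fold changes came from the same fit. The authors had tested genes and repeats with DESeq. Levels of single genes were given as the authors' RPKM values, with the SD over libraries. Family values were tested as log2(value + 1) with the trend method of limma 3.58.1, on families with a mean of at least 1 over the libraries compared, with the same adjustment and threshold. In 8 of the 9 comparisons, mutant libraries were set against the controls of the same stage, tissue and line. The controls of *Morc1* whole testis at P10.5 were 2 *Morc1* tg/+ libraries and 1 *Morc1*+/+ library, and those of the *Dnmt3l* line were *Dnmt3l*+/- and *Dnmt3l*+/+ together. In the other, of *Morc1* tg/+ with *Morc1*+/+, which included 1 preliminary library of each genotype, the batch was a term of the fit. Differences between the effects in different lines, or at different ages of whole testis, were tested as interaction terms in edgeR.

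In the small RNA libraries, reads longer than 24 nt were taken as putative piRNAs and reads of 20 to 23 nt as miRNAs. The authors' mapping of these reads to mm9 was not repeated. Base 1 and base 10 of each read were used to count primary and secondary piRNAs. With 1 library per genotype and stage, no test was made, and exact binomial 95% intervals were computed, which cover counting error only.

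The named genes were chosen by a rule. It took every gene that the paper's text or Supplementary Data 5 names and the files list, the genes of the marker lists, and in each comparison up to 3 rises and 3 falls, the largest among genes past the threshold whose mutant libraries all lay beyond all controls. Repeat families were chosen likewise, with every family shown in Fig. 2 and in Supplementary Figs 4, 6 and 7. The paper's lists of genes and families had been seen when the rule was written. Cell composition was read from 14 lists of marker genes, tested with limma's camera at a correlation of 0.01 and with fry as the alternative. The lists were of germ cells, undifferentiated spermatogonia, differentiating spermatogonia, early meiosis, pachytene, Sertoli cells, Leydig cells, peritubular and stromal cells, endothelial cells, macrophages, blood, the piRNA pathway, DNA methylation and the Morc family. Lists of epididymis and of fat genes were added after the results were seen. Genes within 5 Mb of a targeted gene were counted apart, since variants of the strain in which an allele was made can stay linked to it, and a fold against a group with no read was computed against a floor of 3 counts over the group.

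The comparisons, the rule for the named genes, the 14 lists and most alternatives were set before the data were examined. For gene counts, the alternatives were DESeq2 1.42.0, no filter on low genes, upper quartile normalization, the replicate number as a block, each library left out in turn, 1 fit over all sorted libraries, and other choices of the control libraries. For families, they were a pseudocount of 0.1, no filter, each library centred on its median, simple repeats, satellites and structural RNA left out, the replicate block and each library left out in turn. For small RNA, they were other length limits, distinct sequences in place of reads, and reads with only 1 of the 2 bases. Windows of 2 and 10 Mb were tried around the targeted genes. Matching reads of 18 to 27 nt to 1577 annotated miRNA genes, and leaving out reads with remains of the 5′ linker, were added later.

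The gene test was tested on simulated data that had the depth and spread of the libraries of a comparison and 200 changed genes. For changes of 1 and 2 on the log2 scale, it recovered 89% and 96% at the depth of P14.5 whole testis, with 17 unchanged genes called, and 91% and 97% at that of the *Miwi2* line, with 25 unchanged genes called. In the family test, changes of 2 on the log2 scale were recovered in 75% of 60 changed families at the spread of E16.5, 90% at that of P10.5 germ cells and 95% at that of P14.5. The small RNA counting was tested on simulated reads.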

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

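In this part, the tests of epididymis genes, of the *Tyr* reads and of the overlap of 3 comparisons were chosen only after the results were seen, and the tests of linked variants, of germ cell stages and of the change between ages were planned.

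Of 45 groups of 4 to 10 libraries, 3 held 1 library far from the others for a named gene or family, and by chance about 1 group in 20 would. For MMERVK10C-int in P10.5 germ cells, *Morc1* tg/+ replicate 4 had a value of 1352, against 1474 to 1490 in the other 3 *Morc1* tg/+ libraries. The log2 fold change of this family was 3.25 with that library and 3.21 without it, so the rise did not rest on it. For *Apoh*, *Dnmt3l*+/+ replicate 3 had 0.0707 RPKM, against 0.0191 to 0.0264 RPKM in the other controls of the line, and the log2 fold change in *Dnmt3l*-/- was 5.63 with it and 6.02 without it. At these levels a gene has few reads in a library, and no explanation was tested for either library.

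For *Serpina1f*, *Dnmt3l*+/- replicate 2 had 7.15 RPKM, against 0.00797 to 1.70 RPKM in the other 5 controls. The list of 20 epididymis genes, which does not hold *Serpina1f*, was read in the same libraries. Of its 7 genes with at least 20 reads over the controls, 4 were highest in that library, where 1.17 would be expected by chance, which is consistent with some epididymis left on that testis. The counts are few, and 3 genes went against it: *Cst8* and *Cst11* were not highest there, and *Defb20* was at 0.2413 RPKM, against 0.6445 and 0.679 RPKM in *Dnmt3l*+/+ replicates 1 and 2. RNA from another tissue could not be excluded. The fall of *Serpina1f* in *Dnmt3l*-/- (log2 fold change -7.90, adjusted p = 0.0202, edgeR) was -6.14 without that library (adjusted p = 0.0198), and its adjusted p was 0.0673, 0.0679 and 0.0551 without *Dnmt3l*-/- replicate 1, 2 and 3.

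The effects of the mutations in whole testis at P10.5 differed between lines, by interaction terms in 1 edgeR fit of 16414 genes. *Morc1* tg/tg differed from *Dnmt3l*-/- at 3163 genes, with the *Morc1* tg/tg effect above at 1645 and below at 1518. It differed from the libraries labelled *Miwi2*-/- at 358 genes (88 above, 270 below), and *Dnmt3l*-/- differed from the latter at 5881 genes (2900 above, 2981 below). With heterozygous controls only, these numbers were 1687 (1082 above, 605 below), 174 (25 above, 149 below) and 5159 (2483 above, 2676 below), so the balance of the first depended on the controls. Each line had its own controls, so a shift shared by all libraries of a line would leave the terms as they are. Variants linked to the *Dnmt3l* allele were excluded as the whole cause, since 98.6% of the genes past the threshold in *Dnmt3l*-/- lay more than 5 Mb from the gene. Fewer germ cells of every stage could not be excluded in *Dnmt3l*-/-, where the median of the undifferentiated spermatogonia list was 1.72 above that of the early meiosis list on the log2 scale but only 6 of its 10 genes were above every early meiosis gene and the lowest was at -2.40. Regulation of the early meiosis genes and a loss of germ cells cannot be told apart in *Dnmt3l*-/-, since whole testis was measured. Strain background, litter and depth also differed between lines and stayed open.

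The effect of *Morc1* tg/tg on whole testis differed between P14.5 and P10.5 at 1287 of 15657 genes, and at 1054 of these it was lower at P14.5 (edgeR, interaction term). The change with age was read in a separate fit of the P14.5 libraries with *Morc1* tg/+ replicate 1 kept aside, which called 2325 genes lower and 1345 higher. From the P10.5 controls to that 1 library, 96.8% of the lower genes rose, against 50.4% of all 15433 genes, and 80.4% of the higher genes fell. Across genes, which are not independent replicates, the effect at P14.5 and the change with age had a Pearson correlation of -0.70 and a Spearman correlation of -0.56. This is consistent with fewer cells of the stages that the control testis gains between these ages, and the test could have come out the other way. Fewer germ cells of all stages alike was excluded as the whole cause, because the undifferentiated spermatogonia list lay 1.95 above the early meiosis list (9 of 10 genes above every early meiosis gene). Linked variants were excluded likewise, since 99.8% of the called genes were more than 5 Mb from *Morc1*. An arrest of the cells and a change of their genes' expression were not tested apart.

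In 3 comparisons, of sorted germ cells at P10.5 and of whole testis at P10.5 and P14.5, 83 of 13368 genes were higher and past the threshold in *Morc1* tg/tg each time, and 178 were lower. The paper does not report such a shared set. From the shares of genes called, 7.84 and 17.3 would be expected by chance if the comparisons were independent, so chance was excluded for the overlap of 83 genes, although the libraries of a line share their background. None of the 83 lay within 5 Mb of *Morc1*, that is, 100% lay elsewhere, which argues against linked variants as the whole cause. The largest rises among them in germ cells were those of *Gm1698*, *Clec2g* and *Cdh12* (log2 fold changes 8.53, 7.19 and 6.90). Of the 77 higher genes tested in *Dnmt3l*-/-, 45 were also called higher there and 4 lower, and of all 83, 10 were called higher in the libraries labelled *Miwi2*-/-. Of the 178 lower genes, 164 were called lower in *Dnmt3l*-/-, 1 higher, and 2 were called lower in the libraries labelled *Miwi2*-/-. A response of the germ cells to the loss of MORC1 is a hypothesis for the higher genes. The paper states that the *Morc1* line was kept on FVB/N by sibling mating. It describes a mixed background for sorts from E16.5 to P2.5, which are not among these comparisons. Variants unlinked to *Morc1* were not tested. A difference in cell stages, which the sorted cells also showed, stayed open.

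*Tyr*, the tyrosinase gene, had reads in 31 of the 32 libraries that carried the *Morc1* tg allele and in 1 of 15 whole testis libraries that did not, which had 1 read. In whole testis the median was 154 reads in *Morc1* tg/+ and 152.5 in *Morc1* tg/tg, and in sorted germ cells it was 14 and 22. The allele holds a tyrosinase transgene, and the reads are consistent with its transcription in the testis. Expression of the endogenous gene could not be told from it by counts alone, but the libraries without the allele argue against it.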

How the results depend on the processing

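In this part, only matching reads to annotated miRNA genes and leaving out reads with remains of the 5′ linker were tests chosen after results were seen.

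For single named genes, 612 of 664 alternatives kept the direction and the side of the threshold, 43 lost the call, 8 gained it and 1 changed the sign. For single named families, 614 of 748 kept both, 116 lost the call, 14 gained it and 4 changed the sign. Of the alternatives for the number of genes past the threshold, 58 of 93 stayed within 1.5 times the number reported, and for families 50 of 86 did. Pseudocounts, upper quartile normalization and the choice of *Morc1* tg/+ controls moved no number of genes or families in the *Morc1* line by more than 1.5 times. For 22 combinations of a named gene or family and an alternative there was no value, because the gene or family was not tested there. Small RNA reads with only 1 alignment, which had been chosen as an alternative, were not run, because the files give no alignments. Unless stated, the cause of a change was not tested.

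At E16.5, where 70 genes passed the threshold, no filter on low genes gave 180 and the replicate block 174, and 1 fit over all sorted libraries gave 8. With each library left out, the number was between 74 (without *Morc1* tg/+ replicate 2) and 171 (without *Morc1* tg/tg replicate 2). At E18.5, where 6 genes passed, DESeq2 gave 290, no filter 83, the replicate block 46 and the fit over all sorted libraries 619 (279 higher, 340 lower). There, leaving out a library gave between 0 and 190. It was 0 without *Morc1* tg/tg replicate 1 or 2 (edgeR, against 895 genes at an unadjusted p under 0.05 with all libraries), 190 without *Morc1* tg/+ replicate 1 and 59 without *Morc1* tg/+ replicate 2. At P2.5, where 7 genes passed, DESeq2 gave 21, no filter 27, the replicate block 30 and the fit over all sorted libraries 79. Leaving out a library gave between 0 and 70 there. It was 0 without *Morc1* tg/+ replicate 2 or 3 (edgeR, 698 genes at an unadjusted p under 0.05 with all libraries), 1 without *Morc1* tg/+ replicate 1 and 70 without *Morc1* tg/tg replicate 2 (9 higher, 61 lower, in place of 6 and 1). In germ cells at P10.5, the fit over all sorted libraries gave 125 (77 higher, 48 lower) in place of 1712, and leaving out a library gave 1144 to 1824. That fit shares 1 estimate of the spread over all stages.

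In *Morc1* tg/tg whole testis at P10.5, the replicate block gave 1200 genes (387 higher, 813 lower) in place of 2326. Leaving out a library gave between 922 (without *Morc1* tg/tg replicate 3) and 2352 (without *Morc1* tg/+ replicate 2), with 1247 without *Morc1* tg/+ replicate 3 and 1533 without *Morc1* tg/tg replicate 2. At P14.5 it gave between 3517 (without *Morc1* tg/+ replicate 3) and 5001 (without *Morc1* tg/tg replicate 1). In *Dnmt3l*-/-, all alternatives stayed within 1.5 times the number of genes reported, and upper quartile normalization turned the balance (4741 higher, 3971 lower, in place of 3900 and 4539). In the libraries labelled *Miwi2*-/-, where 197 genes passed, DESeq2 gave 391 (116 higher, 275 lower), of which 65 were shared with edgeR, and the replicate block gave 4503 (2216 higher, 2287 lower). Leaving out a library gave between 340 (without the labelled *Miwi2*-/- replicate 1) and 952 (without *Miwi2*+/- replicate 2; 266 higher, 686 lower), and the other 2 libraries gave 421 and 343. Between *Morc1* tg/+ and *Morc1*+/+, where 2 genes passed, DESeq2 gave 5, no filter 119, and leaving out a library between 2 (without *Morc1*+/+ replicate 1) and 441 (without *Morc1* tg/+ replicate 3). The replicate numbers did not pair the libraries in P10.5 germ cells and in *Morc1* whole testis at P10.5 and P14.5, since the residuals of both groups were not correlated by more than 0.1 at each of 3 numbers. At E16.5, E18.5 and P2.5 and in the *Miwi2* line only 2 numbers were shared, which is too few for this check, and whether they pair the libraries stayed open. In the *Miwi2* line, where the block moved the count most, the correlation was 0.321 at both numbers, and with 2 libraries per group both values are equal by design.

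Among families, the number at E16.5 was 14 with no filter, 18 without simple repeats, satellites and structural RNA, and 14 with the replicate block, in place of 30. Without *Morc1* tg/+ replicate 1 or 2 it was 0 (limma, 96 families at an unadjusted p under 0.05 with all libraries), and the most with a library left out was 12, without *Morc1* tg/tg replicate 1, with 9 without *Morc1* tg/tg replicate 2. At E18.5, no filter gave 18 in place of 31, and 0 passed without any 1 of the 4 libraries (limma, 92 at an unadjusted p under 0.05). With 1 library left in a group, that library was assumed to vary like the other group. Such a fit has less power, so fewer calls do not show that 1 library drove them. At P2.5, the replicate block gave 10 in place of 17. Leaving out a library gave between 1 (without *Morc1* tg/tg replicate 2) and 12 (without *Morc1* tg/+ replicate 2), with 3 without *Morc1* tg/tg replicate 1, 11 without *Morc1* tg/+ replicate 1 and 9 without *Morc1* tg/+ replicate 3. In P10.5 germ cells, where 72 families passed, centring each library on its median gave 36 (35 higher, 1 lower) and leaving out simple repeats, satellites and structural RNA gave 217 (35 higher, 182 lower). With a library left out it was between 24 (without *Morc1* tg/+ replicate 4 or *Morc1* tg/tg replicate 2) and 279 (without *Morc1* tg/tg replicate 3; 35 higher, 244 lower). It was 112 without *Morc1* tg/+ replicate 1, 30 without *Morc1* tg/+ replicate 2 or 3 and 28 without *Morc1* tg/tg replicate 1. With centring, 1 of the 42 lower and 28 of the 30 higher families were kept, so the lower families depended on the scaling. In whole testis at P14.5, leaving out a library gave 55 (without *Morc1* tg/+ replicate 1) to 85 (without *Morc1* tg/tg replicate 1) in place of 86, with 56 without *Morc1* tg/+ replicate 2 or 3. In *Dnmt3l*-/-, *Dnmt3l*+/- controls alone gave 51 in place of 93, and centring gave 88, with 41 higher and 47 lower in place of 70 and 23. Leaving out a library there gave 34 (without *Dnmt3l*-/- replicate 1) to 102 (without *Dnmt3l*+/- replicate 3), and 39 without *Dnmt3l*-/- replicate 2. Between *Morc1* tg/+ and *Morc1*+/+, leaving out simple repeats, satellites and structural RNA gave 1 family in place of 0 (limma, 71 at an unadjusted p under 0.05). Leaving out a library there gave between 0 and 5, with 5 without the preliminary *Morc1* tg/+ library, 4 without the preliminary *Morc1*+/+ library and 2 without *Morc1*+/+ replicate 1. In that comparison, the log2 fold change of IAPEz-int was between -0.143 and 0.0576 with a library left out and that of IAPLTR1_Mm between -0.127 and 0.0734. Both changed sign without either preliminary library, with adjusted p of at least 0.995 (limma).

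The fall of *Morc1* itself kept its direction under all alternatives run. At E18.5, where the adjusted p was 0.139, it was 1.07e-07 by DESeq2 (log2 fold change -2.32), 1.12e-07 with no filter (-2.32), 0.00392 with the replicate block (-2.42) and 1.89e-05 with the fit over all sorted libraries (-2.33), and leaving out a library gave log2 fold changes from -3.09 to -1.81, with adjusted p of 0.0113 and 0.000903 without *Morc1* tg/+ replicate 1 and 2 and of 0.102 and 0.752 without *Morc1* tg/tg replicate 1 and 2. At P2.5, leaving out a library gave -1.70 to -1.45. The call was lost without *Morc1* tg/+ replicate 1, 2 or 3 (0.227, 0.444 and 0.497) and without *Morc1* tg/tg replicate 1 (0.0679). Between *Morc1* tg/+ and *Morc1*+/+, the range was -0.72 (without *Morc1*+/+ replicate 1, adjusted p = 0.0881) to -0.68. The ratio of the *Morc1* level at E16.5 to later stages was 1.97 to 2.89 without E16.5 replicate 2 or 1, with p = 0.1 (exact permutation test, the smallest that the design allows). In germ cells at P10.5, *Meg3*, which was not called, was between -0.187 and 0.0102 with a library left out, and changed sign without *Morc1* tg/+ replicate 2.

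Of the genes near a hypomethylated DMR, 3 in place of 5 passed in P10.5 germ cells in the fit over all sorted libraries and without *Morc1* tg/tg replicate 3, and 5 was the most with a library left out. In P10.5 whole testis it was 6 in place of 3 with no filter and 3 to 5 with a library left out (5 without *Morc1* tg/+ replicate 2). Within 2 Mb of *Morc1*, 5 of 9 genes passed at P14.5 (55.6%, Fisher's exact test, p = 0.292) and 3 of 10 in P10.5 germ cells (30%, against 12.2% elsewhere, p = 0.113), where 16.7% passed within 10 Mb (p = 0.319). Within 10 Mb of *Morc1*, 33.8% of genes passed at P14.5, against 34.8% elsewhere, in place of 35.3% within 5 Mb, and near *Piwil4* 1.57% passed within 10 Mb in place of none within 5 Mb (edgeR, 35 genes tested there), neither apart from the rest (Fisher's exact test, p = 0.899 and 0.67). Within 10 Mb of *Dnmt3l*, 60.9% passed against 53.8% elsewhere (Fisher's exact test, p = 0.0275), which was 0.113 within 5 Mb.

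With heterozygous controls only, *Morc1* tg/tg and *Dnmt3l*-/- shared 417 higher genes in place of 663, with a Pearson correlation across genes of 0.66 in place of 0.63 and 1687 genes whose effects differed (1082 above in *Morc1* tg/tg, 605 below, in place of 1645 and 1518). For *Morc1* tg/tg and the libraries labelled *Miwi2*-/- the correlation was 0.27 in place of 0.23 and 174 genes differed. For *Dnmt3l*-/- and the labelled libraries the Pearson correlation changed sign, from -0.09 to 0.0503, and the Spearman correlation did not (0.0232 and 0.0377). With fry in place of camera, the number of lists of cell types past the threshold was 5 in place of 9 in *Morc1* tg/tg whole testis at P10.5, 6 in place of 4 at P14.5, 10 in place of 6 in *Dnmt3l*-/-, 0 in place of 3 in the labelled libraries and 0 in place of 4 between *Morc1* tg/+ and *Morc1*+/+.

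In small RNA, the ratio of piRNAs to miRNAs in *Morc1* tg/tg over that in *Morc1* tg/+ was 1.06 at E16.5. It was 1.03 with reads of 24 nt and longer, 1.06 with reads of 25 to 31 nt (1.059 against 1.062), 1.18 with miRNAs of 21 to 23 nt, 1.15 with annotated miRNA genes and 0.801 with distinct sequences. Its direction changed only with distinct sequences. Their number also depends on depth, which differed between the libraries and was not evened out, so that value does not settle the direction. For primary over secondary reads the ratio in *Morc1* tg/tg over that in *Morc1* tg/+ was 0.954 at E16.5, and 0.948 with 24 nt and longer, 0.957 with distinct sequences and 0.892 with reads of only 1 of the 2 bases. At P10.5, the piRNA to miRNA ratio was 0.874 times that of *Morc1* tg/+, and 0.891 with 24 nt and longer, 0.865 with distinct sequences, 0.858 with miRNAs of 21 to 23 nt and 0.797 with annotated miRNA genes. The primary to secondary ratio there was 1.12 times, and 1.14 with 24 nt and longer, 1.16 with reads of only 1 of the 2 bases and 0.883 with distinct sequences.

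The E18.5 libraries held 2698197 to 4007833 reads on genes. The reads behind the family values are unknown, so a limit set by depth cannot be given for them.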

Differences from the paper's values

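No tests were chosen only after the result was seen for the comparisons in this part, and the alternatives named here, other than matching to annotated miRNA genes, were set before the data were examined.

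The paper's ratio of primary to secondary piRNAs at E16.5 (Table 1) is 4.43 in *Morc1* tg/+ and 3.91 in *Morc1* tg/tg, and the ratios computed here were 2.08 and 1.99. At P10.5 the paper's ratios are about 3.8 and about 4 in Supplementary Fig. 5a, read by eye, and those computed here were 1.93 and 2.15. Of the alternatives set before the data were examined, counting only reads with 1 of the 2 bases (U at position 1 without A at position 10, and the reverse) gave 3.57 and 3.19 at E16.5 and 2.78 and 3.21 at P10.5, each within 1.5 times the paper's value. With reads of 24 nt and longer (2.14 and 2.03 at E16.5), with reads of 25 to 31 nt (2.09 and 1.99) and with distinct sequences (2.26 and 2.17), the values still differed, and so they did at P10.5. The paper's ratios of piRNAs to miRNAs and those computed here were within 1.5 times of each other at both stages under the alternatives set before the data were examined, except with distinct sequences. With annotated miRNA genes, an alternative chosen after seeing the data, they were 0.930 (*Morc1* tg/+) and 1.07 (*Morc1* tg/tg) at E16.5, against the paper's 0.55 and 0.59, and 0.4498 and 0.3585 at P10.5, against the paper's about 0.31 and about 0.23 in Supplementary Fig. 5a, read by eye.

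In *Morc1* tg/tg whole testis at P10.5, the paper's ratio of mutant to control is about 4.5 for IAPEz-int, about 4.9 for IAPLTR1_Mm and about 1.8 for MMERVK10C-int in Fig. 2f, read by eye, and the ratios computed here from Supplementary Data 2 were 7.40, 8.22 and 5.53. No alternative set before the data were examined came within 1.5 times of the paper's value for these 3 families. In *Dnmt3l*-/-, the paper's ratios are about 7.4 for IAPEz-int, about 8.2 for IAPLTR1_Mm and about 5.5 for MMERVK10C-int in Fig. 2g, read by eye, and those computed here were 4.63, 5.21 and 1.91. Only leaving out *Dnmt3l*-/- replicate 1 brought IAPEz-int (5.07) and IAPLTR1_Mm (5.65) within 1.5 times of the paper's values, and MMERVK10C-int was at 1.65 there. No alternative did so for MMERVK10C-int, and the other alternatives did so for none of the 3. The paper used 3 *Dnmt3l*-/- libraries and 2 were used here. For these 3 families, the values computed here for *Morc1* tg/tg were within 1.5 times of the bars of Fig. 2g, and those for *Dnmt3l*-/- within 1.5 times of the bars of Fig. 2f. The labels of the panels and of the columns of Supplementary Data 2 were not tested, and were the columns exchanged, each family value of the 2 lines would belong to the other line.

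The paper states that MORC1 has very little effect on protein-coding genes. At a few loci near transposons it describes effects on genes, probably as a byproduct of transposon repression. In sorted germ cells at P10.5, 1712 of 14019 genes tested passed the threshold in *Morc1* tg/tg (edgeR), and in whole testis 2326 of 15165 at P10.5 and 5323 of 15283 at P14.5. The count in P10.5 germ cells was 125 in 1 fit over all sorted libraries. In whole testis at P10.5 it was 922 without *Morc1* tg/tg replicate 3 and 1200 with the replicate block, and at P14.5 it was 3517 without *Morc1* tg/+ replicate 3. The early meiosis list was lower in P10.5 germ cells and in whole testis at P10.5 and P14.5 (median log2 fold change -0.41, -1.02 and -1.66). That of undifferentiated spermatogonia was not. The P10.5 and P14.5 counts therefore do not tell a changed mix of cell stages from changed expression within cells. At E16.5, E18.5 and P2.5, 70, 6 and 7 genes passed. These counts depended on the tool, with 103, 290 and 21 by DESeq2 and 8, 619 and 79 in the fit over all sorted libraries. The paper's own genes near the transposons, *Neb*, *Tmc2* and *Cdkl4*, were higher in germ cells at P10.5 here as well. The paper shows LINEs as raised in late embryogenesis and again at P14.5. Here, L1Md_T was also called higher at P2.5 (log2 fold change 1.11, adjusted p = 0.0097) and in P10.5 germ cells (0.38, adjusted p = 0.0344), and L1Md_Gf at P2.5 (1.89, adjusted p = 0.0352) and P10.5 (0.94, adjusted p = 0.000493, limma), and L1Md_A and L1Md_F at neither, although L1Md_A passed at P10.5 with each library centred on its median (0.26, adjusted p = 0.0284). The L1Md_Gf call at P10.5 was kept with each library left out, and the L1Md_T call there was lost without *Morc1* tg/+ replicate 2 or 3 or *Morc1* tg/tg replicate 1 or 2 (adjusted p from 0.0563 to 0.115). At P2.5, the L1Md_Gf call was lost without any 1 of the 5 libraries (0.0845 to 0.264) and the L1Md_T call without *Morc1* tg/+ replicate 1 or 3 or either *Morc1* tg/tg library (0.0628 to 0.125). With the replicate number as a block, both P2.5 calls were lost (L1Md_T 0.159, L1Md_Gf 0.379), and with each library centred on its median that of L1Md_T was (0.0519).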

Other observations

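In this part, the tests of other splits of the libraries, of epididymis and fat genes, of exchanged labels and of a dilution of sorted germ cells were chosen only after the results were seen, and the tests of linked variants, of cell types and of depth were planned.

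Other splits of the same libraries were used to ask whether chance alone could give as many genes or families past the threshold. In P10.5 germ cells, only the real one of 35 splits gave as many genes (1 of 35, with at most 383 genes in the others against 1712) and only the real one as many families (1 of 35, at most 1 against 72). In *Dnmt3l*-/- whole testis, 1 of 84 splits gave as many genes, the real one, and the most in another was 967 against 8439. Chance could be excluded for these 3 results. In *Morc1* tg/tg whole testis at P10.5 and at P14.5, the real split was again the only one with as many genes or families, but 1 of 10 splits is the least that 3 libraries against 3 allow, so the splits alone could not exclude chance. The other splits gave no gene or family past the threshold there (edgeR and limma). The libraries of the 2 ages are different ones, and their calls shared 489 higher genes (138.2 expected by chance) and 915 lower genes (270.4 expected), with 12 in opposite directions. Of the 19 families higher at P10.5, 17 were higher in germ cells from other libraries (0.552 expected). These overlaps argue against chance for the shared calls.

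Variants of the strain of the targeted allele would raise calls near the gene. At E16.5, 100% of the genes past the threshold other than *Morc1* lay more than 5 Mb from it, at P10.5 99.77% did in germ cells and 99.83% in whole testis, and at P14.5 99.77% did in whole testis. In *Dnmt3l*-/-, 98.61% lay more than 5 Mb from *Dnmt3l*. Near *Morc1*, 4 of 32 genes tested passed in P10.5 germ cells (12.5%, against 12.2% elsewhere, Fisher's exact test, p = 1), 4 of 34 in whole testis at P10.5 (11.8% against 15.3%, p = 0.811) and 12 of 34 at P14.5 (35.3% against 34.8%, p = 1). Near *Dnmt3l* it was 117 of 196 (59.7% against 53.8%, Fisher's exact test, p = 0.113). Linked variants were therefore excluded as the whole cause of these calls. Single calls near the genes, and variants elsewhere in the mixed background of the sorted cells before P10.5, stayed open.

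Fewer genes passed the threshold at E18.5 (6) than at E16.5 (70). The E18.5 libraries were shallower, so the E16.5 counts were thinned to their depth, and the median over 20 draws was 80 genes (45 to 127). Depth alone was excluded as the cause. By DESeq2 the order of the stages was the reverse, with 290 genes at E18.5 and 103 at E16.5, so the pattern depended on the tool. The spread between the 2 libraries of a group stayed open.

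The lists of marker genes moved in different directions in *Morc1* tg/tg whole testis at P10.5 (median log2 fold change, and adjusted p by camera). The germ cell list fell (-0.47, 2.64e-16), as did those of differentiating spermatogonia (-0.57, 1.16e-10), early meiosis (-1.02, 8.67e-65, with 14 of 14 genes lower), pachytene (-0.16, 0.048), the piRNA pathway (-0.31, 3.55e-07), DNA methylation (-0.17, 0.0205) and the Morc family (-0.53, 2.24e-06), which includes *Morc1*. The lists of undifferentiated spermatogonia (0.07, 0.492) and blood (0.03, 0.888) did not pass. Those of Sertoli cells (0.15, 0.00715), Leydig cells (0.39, 0.00305), peritubular and stromal cells (0.09, 0.0201), endothelial cells (0.25, 0.0256) and macrophages (0.44, 0.000216) rose. Under fry, the calls of germ cells, differentiating spermatogonia, early meiosis, Sertoli cells, Leydig cells, the piRNA pathway and the Morc family held, and those of pachytene, DNA methylation, peritubular and stromal cells, endothelial cells and macrophages did not. Fewer germ cells of every stage was excluded as the whole cause, since the undifferentiated list lay 1.08 above the early meiosis list on the log2 scale and all 10 of its genes were above every early meiosis gene. At P14.5, early meiosis (-1.66, 2.37e-32), pachytene (-1.96, 5.19e-14) and germ cells (-0.90, 9.98e-11) fell and Sertoli cells rose (0.44, 2.12e-05), and all 4 held under fry. A delay of the germ cells, a loss of the later stages and a change of expression within cells were not tested apart.

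In sorted *Morc1* tg/tg germ cells at P10.5, early meiosis also fell (-0.41, camera adjusted p = 2.28e-10, 0 of 14 genes higher) and undifferentiated spermatogonia rose (0.40, 2.07e-05, 10 of 10 higher), and both held under fry (0.000783 and 0.00458). A dilution of the germ cells by somatic cells would lower both lists alike, and was excluded as the whole cause, since the undifferentiated list lay 0.813 above the early meiosis list and all 10 of its genes were above every early meiosis gene. The somatic lists did not rise together. The Sertoli list fell (median -0.75, 0 of 11 genes higher; camera 9.49e-06, fry 0.0594), while the peritubular and stromal list rose (0.34, 3 of 5 higher; camera 0.161, fry 0.000783), as did the endothelial list (0.29, 4 of 5 higher; camera 0.317, fry 0.0594), so some somatic cells in the sorts stayed open. The sorted cells may therefore differ in their mix of stages as well as in MORC1, which is a hypothesis, since the same change within each cell would look alike. In *Dnmt3l*-/- whole testis, early meiosis fell by 1.58 and germ cells fell by 1.58, both past the threshold by camera (6.91e-11 and 3.23e-13) and by fry. The undifferentiated list there had a median of 0.15 while both set tests pointed down (camera 0.22, fry 0.0101), so median and test differed in sign. At E16.5, the blood list rose (0.96, camera 0.00102, 4 of 4 genes higher) but did not pass under fry (0.628). Between *Morc1* tg/+ and *Morc1*+/+, blood (-0.72, 5.98e-07), Leydig cells (-0.08, 0.0311), peritubular and stromal cells (-0.10, 0.016), macrophages (-0.07, 0.0311) and the Morc family (0.02, 0.00926, where the test pointed down) passed by camera and none under fry.

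In the libraries labelled *Miwi2*-/-, 197 of 15997 genes passed the threshold (116 higher, 81 lower; 3229 at an unadjusted p under 0.05). The balance turned with DESeq2 (116 higher, 275 lower), with the replicate block (2216 higher, 2287 lower) and without *Miwi2*+/- replicate 2 (266 higher, 686 lower), and leaving out any other library gave 340 to 421 genes, more of them higher. The piRNA pathway list (0.10, camera 3.65e-07), early meiosis (-0.13, 0.0352), peritubular and stromal cells (0.20, 0.0171) and blood (0.46, 0.000267) passed by camera and none under fry. *Piwil2* rose from 32.05 ± 1.82 to 102.7 ± 4.48 RPKM (SD, n = 2 each; log2 fold change 1.66, adjusted p = 1.39e-06, edgeR), and *Piwil4*, which encodes MIWI2, rose as well (0.69). An exchange of labels between the groups would turn the shared effects round, but of the 663 genes higher in both *Morc1* tg/tg and *Dnmt3l*-/-, 73.6% were higher in the labelled libraries, against 52.7% of all genes, and 23 passed as higher and 2 as lower. This argues against an exchange, but the 1288 genes lower in both did not, since 50.5% were lower in the labelled libraries, against 47.3% of all genes, and 6 passed as lower and 7 as higher. The calls of *Dnmt3l*-/- and the labelled libraries shared 46 higher genes (25.9 expected) and 15 lower genes (20.4 expected), with 41 in opposite directions. An exchange of labels and a rise of *Piwil4* in the mutant cannot be told apart, since the effects shared with the other lines were few and mixed. Whether the reads of *Piwil4* come from an allele that is transcribed without giving protein, and whether the label of a single library is wrong, stayed open. *Tmc2* rose there too (3.33, adjusted p = 0.000686).

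The largest rises in the labelled libraries were of *Gc* (117 reads against 0, at least 38.8-fold higher against a floor of 3 counts over the group), *Mup3* (113 against 0, at least 37.4-fold) and *Defb40* (185 against 1), and the largest falls of *Gm8420* (0 against 23, at least 7.71-fold lower), *Adamdec1* (1 against 59) and *Gm5828* (2 against 66). With no filter on low genes, the call of *Gm8420* was lost (adjusted p = 0.0617, edgeR). Other genes of the *Defb* family are on the list of 20 epididymis genes, so this list was read. Its 5 genes tested had a median of -0.32, and *Aqp9* alone passed (2.57, adjusted p = 0.0496, 16 and 21 reads against 4 and 2). The testis expresses several of these, so the other 15 genes, too low to test, were read next, a choice made after the median was seen. They held 60 reads in the labelled libraries and 50 in the controls. Epididymis left on the testes and a response of the testis cannot be told apart for these genes, since the reads are too few to decide.

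*Fabp4* was lower in the labelled libraries (1.05 against 18.7 RPKM, log2 fold change -4.17, adjusted p = 5e-07, edgeR), and was singled out after its value was seen. Of the fat list, 12 of 14 genes were tested, which the testis also expresses at least weakly, and 4 passed as lower, *Adipoq* (-4.01, 9 and 5 reads against 115 and 114), *Car3* (-4.74), *Retn* (-3.29) and *Cfd* (-4.02), with no gene passing as higher. The list's median was -0.22. These values are consistent with fat left on the control testes, a technical explanation, and the test could have come out the other way.

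In whole testis, the genes with a transposon near a hypomethylated DMR were also higher in part. *Tmc2* rose by 2.16 on the log2 scale at P10.5 (adjusted p = 0.00599) and 2.26 at P14.5 (0.00113), and *Kat2b* by 0.31 (0.00362) and 0.45 (0.00151). *Neb* rose by 0.74 at P10.5 (0.0965, and 0.0424 without *Morc1* tg/+ replicate 2 or *Morc1* tg/tg replicate 2, but 0.296 without *Morc1* tg/tg replicate 1, where the rise was 0.31, with a range of 0.0306 to 0.296 over all alternatives) and 1.25 at P14.5 (0.0024). *Cdkl4* rose by 1.96 at P10.5 (0.00302) and changed by -0.56 at P14.5 (0.182, and 0.0356 without *Morc1* tg/+ replicate 2 but 0.575 without *Morc1* tg/+ replicate 3, where the change was -0.24), a difference between the ages of -2.53 (0.00461, interaction term). In *Dnmt3l*-/-, *Tmc2* rose by 4.59 (1.2e-06), more than in *Morc1* tg/tg (difference -2.47, 0.022), and *Cdkl4* changed by 0.01 (0.988; difference 1.91, 0.0267). *Morc1* fell by 0.89 in *Dnmt3l*-/- (3.21e-05) and *Rasgrf1* fell by 1.06 (0.00439, all edgeR).

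The other largest changes by stage were as follows, all in edgeR. At E16.5, *Thbd* (3.89, and 0.0826 without *Morc1* tg/tg replicate 2), *Gdpd3* (2.29) and *Abcb1a* (2.15) rose, and *Gm9000* (-3.81) and *Ust* (-2.40) fell. All 5 calls were lost in 1 fit over all sorted libraries (adjusted p = 1). The calls of *Gm9000* (0.126 and 0.0635) and *Ust* (0.0577) were lost without *Morc1* tg/tg replicate 1, and that of *Gm9000* also without *Morc1* tg/+ replicate 1. At E18.5, *Hist1h2bc* (3.50) and *2610005L07Rik* (3.06) rose, and both calls were lost without *Morc1* tg/tg replicate 1 (0.0588 and 0.0813) or 2 (0.16 and 0.291). At P2.5, *Samd9l* had 254 reads against 0, at least 148-fold higher, *Cdh12* 196 against 1 and *Ctsh* 285 against 3. All 3 calls were lost without *Morc1* tg/+ replicate 1, 2 or 3 (adjusted p from 0.165 to 0.302), those of *Samd9l* (0.0688) and *Cdh12* (0.0909) without *Morc1* tg/tg replicate 2 and that of *Ctsh* without *Morc1* tg/tg replicate 1 (0.241). In germ cells at P10.5, *Clca4* rose at least 33.4-fold, *Rarb* was at least 11.3-fold lower, *Cst9* fell (-3.34) and *Vmn2r118* had 3 reads against 62 (0.052 without *Morc1* tg/tg replicate 2). In the fit over all sorted libraries, the calls of *Cst9* (0.3) and *Vmn2r118* (0.484) were lost.

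In whole testis at P10.5, *Gm1698* rose by 5.97, *Clec2g* had 282 reads against 2 and *Poteg* 104 against 1, and *Gal3st1* (-2.34), *Ly6k* (-2.29) and *Otud6a* (-2.28) fell. At P14.5, *Gc* was at least 41.1-fold, *Mup3* at least 26.8-fold and *Reg2* at least 26.5-fold higher, *4930511M11Rik* was at least 66-fold lower, and *1700006A11Rik* had 2 reads against 1639 and *Morc2b* 2 against 1490. In *Dnmt3l*-/-, *Clec2g* (6.68) and *Cdh12* (4.79) rose, *Wfdc15b* was at least 116-fold lower (0.0536 and 0.0577 without *Dnmt3l*-/- replicate 1 and 2) and *Spink8* had 2 reads against 3761. No explanation was tested for these genes.

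Among families that belong to no transposon of the paper's figures, the simple repeat (TTAGGG)n rose 36.6-fold at E18.5, from 310.7 ± 58.7 to 11374 ± 4816.6 (SD, n = 2 each, limma), and the call was lost without any 1 of the 4 libraries. RLTR10B, which was higher in *Morc1* tg/tg whole testis at P10.5, fell at P14.5 (log2 fold change -1.62, adjusted p = 3.24e-07), as did IAPLTR3 (-2.43, 1.35e-05) and LTR68 (-1.76, 0.000962, limma). These 3 calls were kept with each library left out. Whether cell stages or the elements themselves account for them was not tested.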
